# RGS4 impacts carbohydrate and siderophore metabolism in *Trichoderma reesei*

**DOI:** 10.1186/s12864-023-09467-2

**Published:** 2023-07-03

**Authors:** Miriam Schalamun, Eva Maria Molin, Monika Schmoll

**Keywords:** *Trichoderma reesei*, *Hypocrea jecorina*, Regulator of G-protein signaling, Cellulase, Nutrient sensing, Light response, Storage carbohydrates, Iron homeostasis, Siderophore

## Abstract

**Background:**

Adaptation to complex, rapidly changing environments is crucial for evolutionary success of fungi. The heterotrimeric G-protein pathway belongs to the most important signaling cascades applied for this task. In *Trichoderma reesei,* enzyme production, growth and secondary metabolism are among the physiological traits influenced by the G-protein pathway in a light dependent manner.

**Results:**

Here, we investigated the function of the SNX/H-type regulator of G-protein signaling (RGS) protein RGS4 of *T. reesei*. We show that RGS4 is involved in regulation of cellulase production, growth, asexual development and oxidative stress response in darkness as well as in osmotic stress response in the presence of sodium chloride, particularly in light. Transcriptome analysis revealed regulation of several ribosomal genes, six genes mutated in RutC30 as well as several genes encoding transcription factors and transporters. Importantly, RGS4 positively regulates the siderophore cluster responsible for fusarinine C biosynthesis in light. The respective deletion mutant shows altered growth on nutrient sources related to siderophore production such as ornithine or proline in a BIOLOG phenotype microarray assay. Additionally, growth on storage carbohydrates as well as several intermediates of the D-galactose and D-arabinose catabolic pathway is decreased, predominantly in light.

**Conclusions:**

We conclude that RGS4 mainly operates in light and targets plant cell wall degradation, siderophore production and storage compound metabolism in *T. reesei*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09467-2.

## Background

Fungi have to adapt to their environment to survive and succeed in competition. Such environmental cues might be the available nutrients, light, defense against competitors or finding a mating partner. Therefore, complex sensing and signaling pathways exist, one of the most important one being heterotrimeric G-protein signaling [1], which profoundly impacts physiological reactions and adaptation to the environment of fungi, from growth and reproduction to secondary metabolism and pathogenicity [2, 3].

The steps of signal transmission from sensing at the plasma membrane to the actual output in terms of enzyme or secondary metabolite production, growth or accumulation of storage compounds and other physiological adaptations are complex and integrate reactions to multiple environmental cues. Thereby, the individual connections from receptors to transmitters to kinases and ultimately transcription factors are only known for very few pathways and mostly only in one model organism. Especially the contributions of RNA- and protein stability, posttranscriptional and posttranslational regulations are often difficult to interpret and integrate into a mechanistic model.

The filamentous ascomycete *Trichoderma reesei* [4, 5] is among the most prolific producers of homologous and heterologous enzymes, especially plant cell wall degrading carbohydrate active enzymes (CAZys), and performance proteins in industry [6, 7]. Recent genome sequencing efforts of the prototypical wild-type QM6a yielded a complete high quality genome [8, 9] and evolutionary analyses revealed an unexpectedly high proportion of CAZyme genes to be acquired to *Trichoderma* through horizontal gene transfer (HGT) [10, 11]. *T. reesei* has become a model organism for plant cell wall degradation in fungi [4, 12], but also for light modulated substrate degradation and enzyme production [13, 14]. The latter phenomenon was investigated in detail in *T. reesei* and connections of light response to the heterotrimeric G-protein pathway, growth, sexual development [15] and secondary metabolism were detected [13, 16, 17]. The light response pathway of *T. reesei* comprises the photoreceptors BLR1 and BLR2, which represent GATA-type transcription factors as well as ENV1, a PAS/LOV domain protein [18, 19]. To achieve its widespread impacts on fungal physiology, diverse signaling pathways are integrated with light response, which involves influences on epigenetic events, posttranscriptional and posttranslational modifications (especially phosphorylation) and protein stability [20, 21].

The function of the G-protein pathway in enzyme biosynthesis was shown to be light dependent [13], which is in agreement with the crucial function of numerous protein kinases, including the cAMP dependent protein kinase A, in light response [22, 23]. The nodes of interaction between the light response pathway and nutrient- and mating partner sensing by the G-protein pathway are still under investigation, although the phosducin-like protein PhLP1 and adenylate cyclase [24] were proposed to play a role in signal integration.

As in most ascomycetes, the G-protein complex in *T. reesei* consists of three alpha-, one beta- and one gamma-subunit [25]. Upon binding of a ligand to a G-protein coupled receptor (GPCRs) the confirmation of the heterotrimeric G-protein complex changes and G-alpha bound GDP is exchanged to GTP [26]. The activated G-proteins dissociate, leading to a free alpha subunit and beta-gamma complex which are now able to transmit downstream signals. The intrinsic GTPase activity of the G-alpha subunits causes GTP hydrolysis to GDP and reassociation of the complex and termination of signal [27, 28].

Regulator of G-protein signaling (RGS) proteins modulate the activity of the heterotrimeric G-protein pathway by accelerating the GTPase activity of the G-alpha subunits [29, 30]. This GTPase activity leads to deactivation of the G-alpha subunit and hence to termination of the transmitted signal [30–32].

RGS proteins are typically regulated at the level of transcription, epigenetic regulation, expression, localization and stability, but not through binding of a ligand. Thereby, phosphorylation by protein kinase A influences localization and stability of RGS proteins. Additionally, feedback mechanisms due to interactions of RGS proteins with their regulating transcription factors are proposed [33]. Besides the impact of RGS proteins on G-alpha subunits, also functions outside this pathway, including activation of MAPkinase signaling are known [34].

In *T. reesei*, the G-protein signaling cascade is well described with respect to its role in enzyme production with characterizations of the G-alpha, -beta and -gamma subunits and a few GPCRs [35–40]. Additionally, G-protein mediated signaling involves more regulators such as GTPase activating proteins, phosducins and other proteins fine-tuning this pathway [41]. The genome of *T. reesei* comprises seven RGS domain containing proteins, of which four represent RGS proteins and three proteins are related to RGS-domain containing GprK-type GPCRs [42]. All RGS proteins of *T. reesei* contain a RGS box (130 amino acid motif; IPR016137) which is important for G-alpha binding [41].

Generally, the functions of RGS proteins in fungi range from pheromone response, growth and sporulation, pathogenicity [43, 44] and toxin production [45] to nematode trapping by *Athrobotrys* [46]. Due to their central functions in the physiology of fungi, they emerged also as important drug targets [47]. *T. reesei* RGS4 is related to *Aspergillus fumigatus* RgsC which is involved in vegetative growth and development, stress tolerance and virulence [48]. The *A. fumigatus rgsC* deletion mutant shows significantly decreased conidiophore formation and slower colony growth on plates but elevated spore germination on different carbon sources suggesting an involvement in the control of the cAMP/PKA pathway as well as a decreased tolerance to oxidative stress [48]. The down-regulation of gliotoxin (GT) genes and decreased GT production in *A. fumigatus* in mutants lacking *rgsC* might be due to the regulation of a global secondary metabolite regulator LaeA by RgsC [48].

In this study, we aimed to gain insight into the network of nutrient sensing and light response in *T. reesei*. Therefore, we investigated the role of RGS4, as a potential modulator of the activity of one or more of the three G-alpha subunits of *T. reesei*. We show here, that RGS4 impacts the physiology of *T. reesei* on multiple levels and that its major function occurs in light. RGS4 supports cellulase production, contributes to regulation of growth on several carbon sources and importantly it is required for proper gene regulation targeting iron homeostasis in light.

## Results

### *T. reesei* RGS4 is a typical member of the SNX/H group of RGS proteins

In *T. reesei* RGS4 (TrG0496W/TR_65607) is the homolog to *A. nidulans* RgsC and similar to other fungal proteins of this group (Additional file 1, Figure S1). The protein RGS4 contains two transmembrane regions (297–314 and 321–343 aa), a RGS domain (703–843 aa, E-value: 1.65e-19), a coiled coil (1108–1146 aa) and a PhoX homologous (PX) domain (1156–1269 aa, *E*-value 8.55e-25). This domain structure identifies RGS4 as a member of the subfamily of SNX/H RGS proteins [49]. If the Gs-alpha specificity is conserved in fungi, it is likely specific to the G-alpha s subunit GNA3 of *T. reesei* [37]. Hence, deletion of RGS4 may lead to enhanced or prolonged activation of GNA3. Checking available transcriptome data showed that *rgs4* is not significantly regulated in response to light, different carbon sources or during mating [24, 40, 50–52].

The regulation mechanism via phosphorylation is reflected in the amino acid sequence of RGS4 in that it comprises numerous protein kinase C (PKC) and casein kinase II (CKII) phosphorylation sites, both of which are associated also with light response processes [22, 53, 54]. The presence of four cAMP dependent protein kinase A (PKA) sites supports a potential connection to light signaling, since PKA is known as a priming kinase for casein kinase phosphorylation associated with light response [23]. RGS4 comprises three overlapping sites for PKA and CKII, which suggests a function of PKA as a priming kinase with RGS4, since PKA showed a light dependent function in cellulase regulation as well as generally in gene regulation also in *T. reesei* [55, 56]. However, this connection remains to be confirmed.

### RGS4 has its main function in light and is required for proper growth on glucose

We deleted *rgs4* in the QM6a wild-type background, which resulted in viable deletion strains. G-protein signaling influences growth and the transmission of a cellulose related signal which is received via the class XIII GPCRs CSG1 and CSG2 and regulated by light in *T. reesei* [35]. Therefore, we analyzed hyphal apical extension rates of Δ*rgs4* on rich medium (3% malt extract, MEX) versus minimal medium (MA-medium) complemented with carboxymethyl cellulose (CMC) or glucose as the carbon source in constant light and constant darkness (Fig. 1). On malt extract we did not see any difference (Fig. 1A – C), whereas the deletion of *rgs4* led to a significantly decreased colony size on cellulose and glucose in light. In darkness, a small decrease (to 90%) in apical extension of Δ*rgs4* was detected*.* In light, colony sizes reached 70 to 80% of the wildtype on glucose or cellulose, respectively (Fig. 1D, E).

**Fig. 1:**
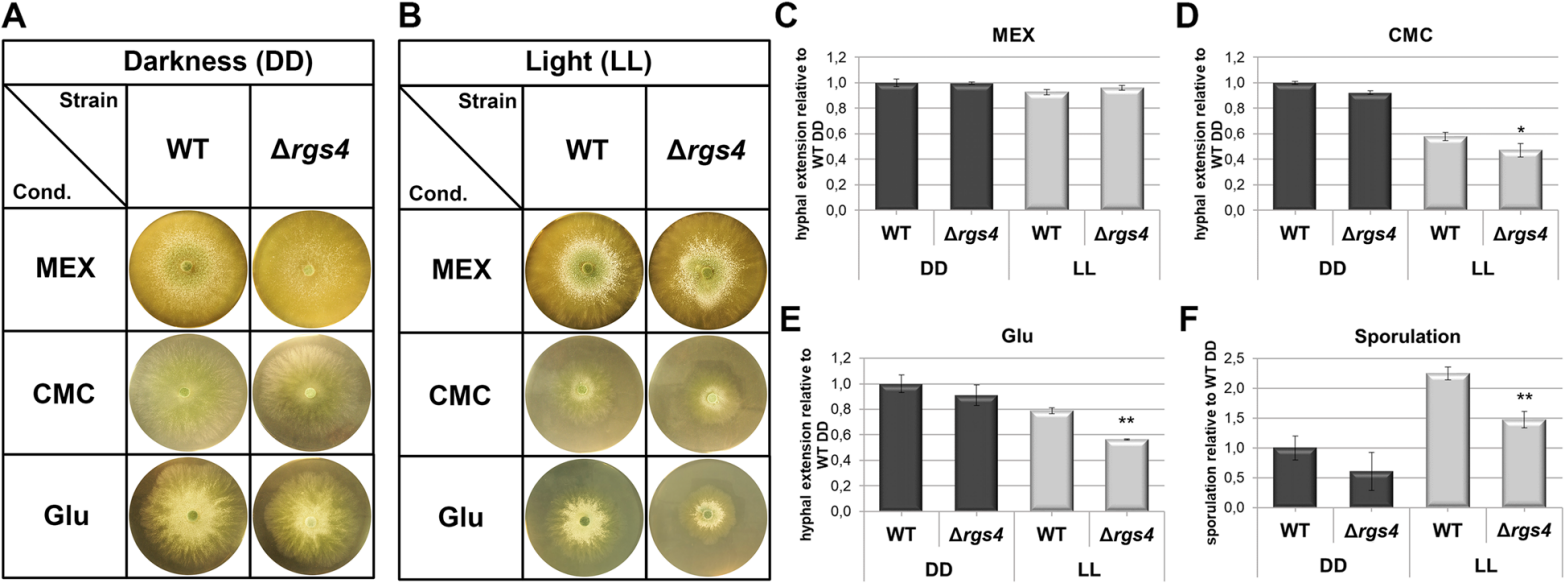
Influence of RGS4 on growth and asexual development. **A-E** Hyphal extension of wild-type (QM6a) and Δ*rgs4* on 3% malt extract (MEX) and Mandels-Adreotti minimal (MA) medium with 1% glucose and 1% carboxymethyl cellulose (CMC) as carbon source after 48 h in constant darkness (DD) and constant light (LL; 1700 lx). **F** Average sporulation measured after 48 h at 28 °C in DD and LL on 3% MEX. Measurements were taken from 3 biological replicates and statistical significance was calculated for the respective light condition (DD or LL) between WT and mutant using Student’s T-test. * = *p*-value < 0.05, ** = *p*-value < 0.01)

### RGS4 is involved in regulation of asexual development

It is well known that the cAMP and the heterotrimeric G-protein pathway play a crucial role in sporulation in fungi [57, 58]. In *T. reesei* QM6a sporulation is enhanced in light compared to dark grown cultures. We found that deletion of *rgs4* led to significantly decreased sporulation in light (Fig. 1F), whereas, in darkness, a negative trend was observed. We conclude that RGS4 is required for normal sporulation in *T. reesei*.

### RGS4 is required for proper stress response

For the RGS4 homologue in *A. fumigatus*, RgsC, hypersensitivity to oxidative stress on menadione, a natural organic compound that exerts its toxicity through the generation of reactive oxygen species (ROS), and reduced tolerance to the presence of H_2_O_2_ or paraquat was shown [48]. Therefore, we were interested in the role of RGS4 in oxidative stress response in *T. reesei* and found a significant decrease (*p* < 0.05) in resistance to menadione. In Δ*rgs4* the hyphal apical extension was significantly decreased in light and darkness compared to wild-type after 96 h on MA-CMC plates supplemented with 0.25 mM menadione (Fig. 2A). Since the control without menadione (Fig. 1D) did not show a significant growth defect under these conditions in darkness, RGS4 is concluded to contribute to resistance against oxidative stress in darkness. In light, the growth defect of Δ*rgs4* upon growth in the presence of menadione is in the range of the growth defect without oxidative stress (around 80% in both cases; Fig. 1D). Consequently, if there is a contribution of RGS4 to oxidative stress response in light, it is rather minor.

**Fig. 2:**
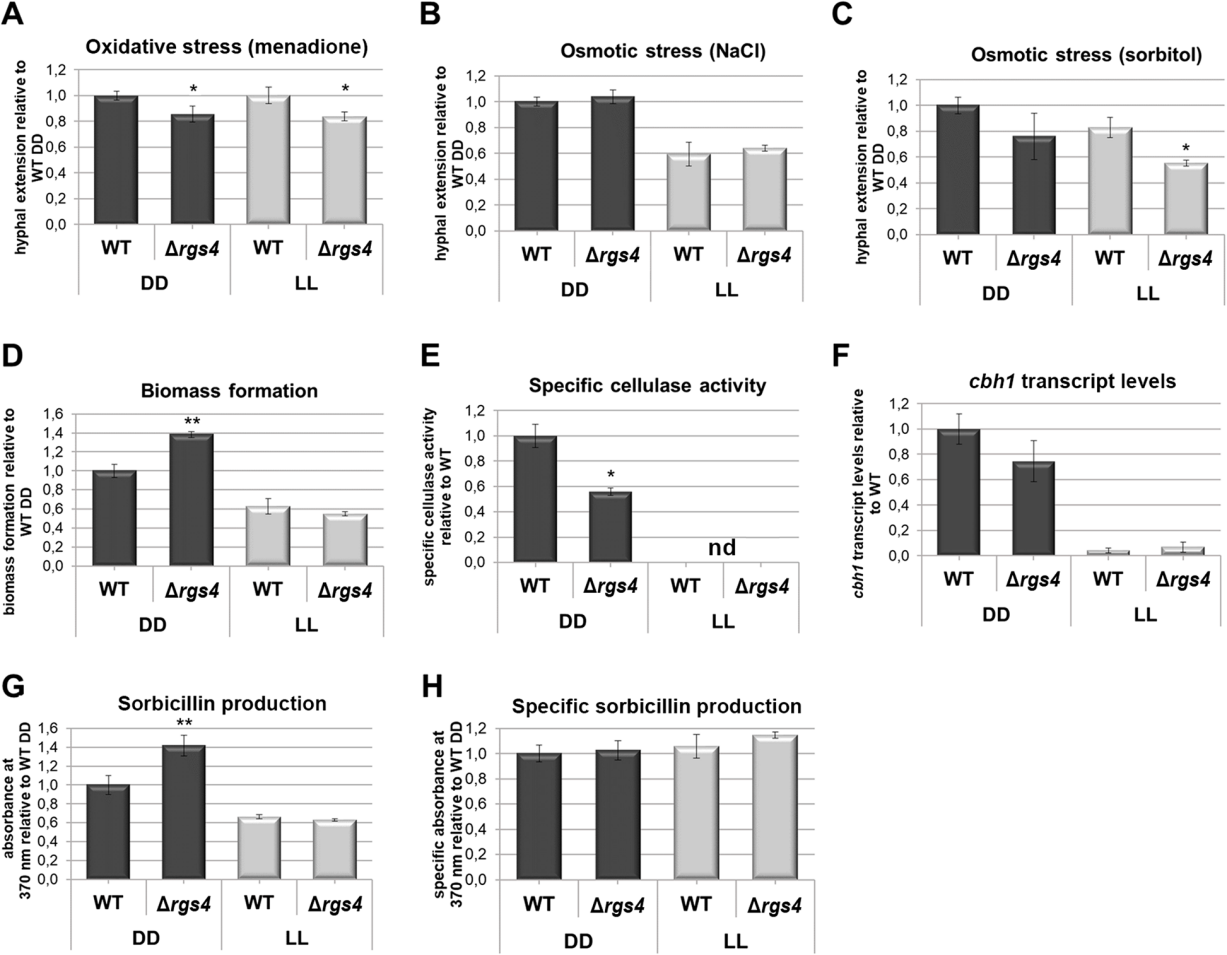
Relevance of RGS4 for stress response, growth, enzyme production and secondary metabolite biosynthesis. **A**-**C** Average hyphal extension after 96 h at 28 °C in constant darkness (DD) and light (LL) on MA-medium with 1% cellulose (CMC) as carbon source and supplemented with **A** 0.25 mM menadione or **B** 1 M NaCl or **C** 1 M sorbitol to test for reaction to oxidative or osmotic stress respectively. **D**-**H** Liquid cultivation at 28 °C after 96 h in constant light (LL) and darkness (DD). **D** Average biomass formation, **E** specific cellulase activity, **F ***cbh1* transcript levels (RT-qPCR) and **G** sorbicillin production represented as absorbances at 370 nm [59]. **H** Specific sorbicillin abundance in supernatant related to biomass formation upon growth on 1% cellulose. Measurements were taken from 3 biological replicates and statistical significance was calculated for the respective light condition (DD or LL) between WT and mutant using Student’s T-test.. * = *p*-value < 0.05)

In *T. reesei* an involvement in sensitivity to osmotic stress by the G-protein pathway was shown previously [38]. To test the role of RGS4 we measured hyphal extension rates after 96 h on MA-CMC plates supplemented with 1 M NaCl or 1 M sorbitol. Interestingly the deletion of *rgs4* caused increased sensitivity to sorbitol but not to NaCl in light (Fig. 2B, C). Comparison with growth in the absence of osmotic stress on CMC (Fig. 1D) showed a more severe growth defect of Δ*rgs4* in the presence of 1 M sorbitol in both light and darkness. In case of osmotic stress applied by 1 M NaCl, the growth defect seen in the control (Fig. 1D) without stress is alleviated upon deletion of *rgs4*. Hence RGS4 is involved in the reaction of *T. reesei* to osmotic stress, particularly in the presence of NaCl (salt stress) in light.

### RGS4 impacts biomass formation and cellulase activity in constant darkness

Environmental sensing in microbes is essential for an optimal distribution of resources between growth (biomass formation), enzyme production and biosynthesis of secondary metabolites, among others. Therefore, we asked whether RGS4 contributes to one or more of these tasks. Upon growth in liquid media with cellulose in light, no difference in growth was observed, whereas in darkness biomass formation of Δ*rgs4* significantly increased by almost 40% (Fig. 2D). Specific cellulase activity was below the sensitivity limit for all samples in light, indicating that the deletion of *rgs4* does not alleviate the block of cellulase formation in light. For dark grown cultures, we found that RGS4 is required for high level cellulase formation (Fig. 2E). Accordingly, transcript abundance of the major cellobiohydrolase *cbh1/cel7a* showed a negative trend in darkness (*p*-value 0.108) (Fig. 2F).

*Trichoderma reesei* secretes sorbicillin derivates which are responsible for the characteristic yellow color of cultivation supernatants and plates [60, 61]. Since production of these pigments as well as regulation of the responsible SOR cluster is carbon source and light dependent [16], we tested whether RGS4 might be involved in this regulation. We found that deletion of *rgs4* increased the amount of yellow pigment in darkness, however, this increase rather can be explained by the increased biomass formation under these conditions (Fig. 2G, H). Our transcriptome analysis showed that all seven genes of the sorbicillin cluster [16, 36, 60], including the transcription factors *ypr1* (TrE0665C/TR_102499) and *ypr2* (TrE0663W/TR_102497), were up-regulated between 1.4- and 2.3-fold in Δ*rgs4* (see below). But this can only be considered a positive trend, because the threshold set for statistical significance was mostly not met (padj < 0.05). 

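The region of genes numbered TrE0655 to TrE0672 around ypr1 and ypr2 was followed in the 12 libraries of the cellulose cultures. Of its 18 genes, 12 had enough reads for a test. In darkness 11 of these 12 had a higher mean on the log2 scale in Δrgs4 than in the wild-type, with log2 fold changes from -0.10 to 1.09 and a median of 0.53. At |log2 fold change| > 0.58 and adjusted p < 0.05 limma with Benjamini-Hochberg adjustment called 0 of the 12 genes in darkness, and the lowest adjusted p was 0.114. Without Δrgs4 DD replicate 3, 5 of them were called and the median was 0.68. Transcript levels of ypr1 (TrE0665C) were 92.98 ± 39.3 normalized counts (reads divided by the size factor of the library; SD, n = 3) in wild-type DD and 183.5 ± 105 (SD, n = 3) in Δrgs4 DD, a log2 fold change of 0.86 with a standard error of 0.48, and the libraries of both strains overlapped. Transcript levels of ypr2 (TrE0663W) in DD were 7558 ± 422 (SD, n = 3) in the wild-type and 10702 ± 1651 (SD, n = 3) in Δrgs4. Its log2 fold change was 0.49 with an adjusted p of 0.114 (limma, Benjamini-Hochberg), and it was called only without Δrgs4 DD replicate 3.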

This result is hence in agreement with the lack of alteration of yellow pigment formation in Δ*rgs4.*

### RGS4 impacts gene regulation mainly in light

Phenotypic analyses revealed that RGS4 differentially affects physiology of *T. reesei* in light and darkness. Moreover, clear light dependent effects were shown for the influence of the heterotrimeric G-protein signaling pathway on regulation of plant cell wall degradation [13]. We were hence interested which role RGS4 plays in this mechanism connecting light response and reaction to available nutrients. Therefore, we cultivated Δ*rgs4* on minimal medium with cellulose as carbon source in constant light and constant darkness and assessed alterations in gene expression compared to the wild-type in both conditions.

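Mycelia of the wild-type QM6a and of Δrgs4 were grown for 96 h at 28 °C in liquid minimal medium with 1% cellulose, in constant darkness (DD) or in constant light of 1700 lx (LL). Each of the 4 groups comprised 3 libraries from separate cultures. The authors trimmed the reads, aligned them with HISAT2, counted them per gene with featureCounts and deposited values after DESeq2's variance stabilizing transformation, which are on a log2-like scale. The transformation was inverted here, which gave the number of reads divided by the size factor of the library, called normalized counts below. In each library 100% of the 10879 genes then came out as whole reads within 0.01. Reads on genes ranged from 11.25 to 15.84 M per library (M, mega). The median was 13.83 M in wild-type DD, 14.68 M in Δrgs4 DD, 13.86 M in wild-type LL and 15.35 M in Δrgs4 LL. Whether these are single reads or read pairs is not given in the sources used here. Groups were compared with limma on log2(normalized counts + 2) over the 8895 genes with at least 10 reads in at least 3 libraries, with all 12 libraries in 1 fit. Fold changes on this scale understate the change of genes with few reads. The spread of a gene is estimated from its mean over all 12 libraries, so that it can be underestimated for a gene with few reads in one light condition and many in the other. The deleted gene rgs4 (TrG0496W) was checked first. It had between 1588 and 1710 reads in the wild-type DD libraries and between 1470 and 2040 in the wild-type LL libraries. The Δrgs4 libraries had 5, 0 and 0 reads in DD and 4, 0 and 0 reads in LL. In DD this is 0.0969% of the wild-type mean and in LL 0.0672%, and 0 reads allow up to 0.213% in DD and 0.191% in LL (counting error only). An exact two-sided permutation test gave p = 0.1 in each light condition, the smallest p that 3 libraries against 3 allow.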

In Δ*rgs4* we found a total of 210 genes significantly differentially regulated (> 1.5-fold, padj < 0.05) of which 16 genes were up- and 48 down-regulated in darkness, and 34 up- and 112 down-regulated in light (Fig. 3A). Of those, three genes were regulated both in light and darkness by RGS4: a SANT domain transcriptional regulator TrB0388C/TR_4124 potentially involved in chromatin modification, which is significantly up-regulated on cellulose [35] and strongly down-regulated in light and a mutant lacking the sorbicillin transcription factor YPR2 [62] in darkness; a duf341 domain protein TrC1432W/TR_59368 with a comparable regulation pattern to TrB0388C/TR_4124 in light and on cellulose and an unknown unique secreted protein TrF0745W/TR_121883, which shows only minor light dependent regulation but an up-regulation on cellulose versus repressing/non inducing carbon sources [35].

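With the same thresholds limma with Benjamini-Hochberg adjustment called 150 genes as down-regulated and 38 as up-regulated in Δrgs4 in light. In darkness it called 8 genes as down-regulated and 0 as up-regulated. At an unadjusted p under 0.05 there were 511 genes with lower and 588 with higher transcript levels in Δrgs4 in darkness, and 1128 with lower and 1222 with higher levels in light. limma-voom on the recovered reads, chosen after the data were seen, called 30 genes as down- and 9 as up-regulated in darkness, and 136 and 29 in light. The deleted gene itself is among the down-regulated genes in both light conditions. Apart from that of rgs4, the largest decreases in light among called genes whose libraries did not overlap were those of the siderophore cluster genes TrE0013C, TrE0016W and TrE0015W. These genes had few reads in DD and more in LL, so that their spread in LL can be underestimated. Among called genes whose libraries did not overlap, which chance gives for 10% of genes, the largest increases were found for TrB1960C, TrE1139W and TrD0019W, which had at most 13.59 normalized counts in an LL group. TrB1960C and TrE1139W had more reads in DD, the case in which the spread can be underestimated, and TrD0019W had at most 14.03 normalized counts in a DD group. These calls were kept in only 1 of the 6 fits without 1 LL library, for TrB1960C without Δrgs4 LL replicate 1, for TrE1139W without wild-type LL replicate 2 and for TrD0019W without wild-type LL replicate 3. The numbers changed when 1 library was left out. Without Δrgs4 DD replicate 3, 129 genes were called as down- and 154 as up-regulated in darkness, and 1 to 3 in total without any 1 of the other 11 libraries except Δrgs4 LL replicate 1 (9). In light there were 91 down- and 21 up-regulated genes without wild-type LL replicate 1, 43 and 7 without wild-type LL replicate 2, 92 and 23 without Δrgs4 LL replicate 2, and 24 up-regulated genes without Δrgs4 DD replicate 2. The genes the authors list in Additional file 2 were all found in the file. Its lists of down-regulated genes hold 47 genes for darkness and 111 for light, 1 fewer each than the 48 and 112 of the paper's text, and rgs4 is on none. Without rgs4 the numbers called here were 7 and 149. All 16 up- and all 47 down-regulated genes listed for darkness had the same sign here, as had the 34 and the 111 listed for light. Of these, 0, 6, 24 and 102 were called, in that order. As the authors' lists come from the same libraries, the equal signs are no independent check. From its own numbers, the paper states that more genes are regulated in light than in darkness.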

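The transcript level of TrB0388C in light was 50.32 ± 9.6 normalized counts (SD, n = 3) in the wild-type and 21.27 ± 2.76 (SD, n = 3) in Δrgs4, a log2 fold change of -1.16 (adjusted p = 0.006, limma with Benjamini-Hochberg adjustment). In darkness the values were 198.7 ± 29.5 and 105.2 ± 8.09 (SD, n = 3 each), with a log2 fold change of -0.90 and an adjusted p of 0.0839 (limma, Benjamini-Hochberg). For TrC1432W the log2 fold change was -1.28 in light and -0.70 in darkness, with adjusted p of 0.00374 and 0.110 in limma (Benjamini-Hochberg). TrF0745W decreased by 0.79 on the log2 scale in light (adjusted p = 0.0112, limma with Benjamini-Hochberg adjustment), and by 0.80 in darkness (adjusted p = 0.0812 from the same test). For all of these genes the 3 Δrgs4 libraries lay outside the range of the 3 wild-type libraries in both light conditions. In a single light condition chance gives this for 10% of genes. The call of TrF0745W in light is lost without wild-type LL replicate 2. Without Δrgs4 DD replicate 3 all of them were called in darkness. At both thresholds only the deleted gene TrG0496W was called in light and in darkness in the fit with all libraries.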

**Fig. 3:**
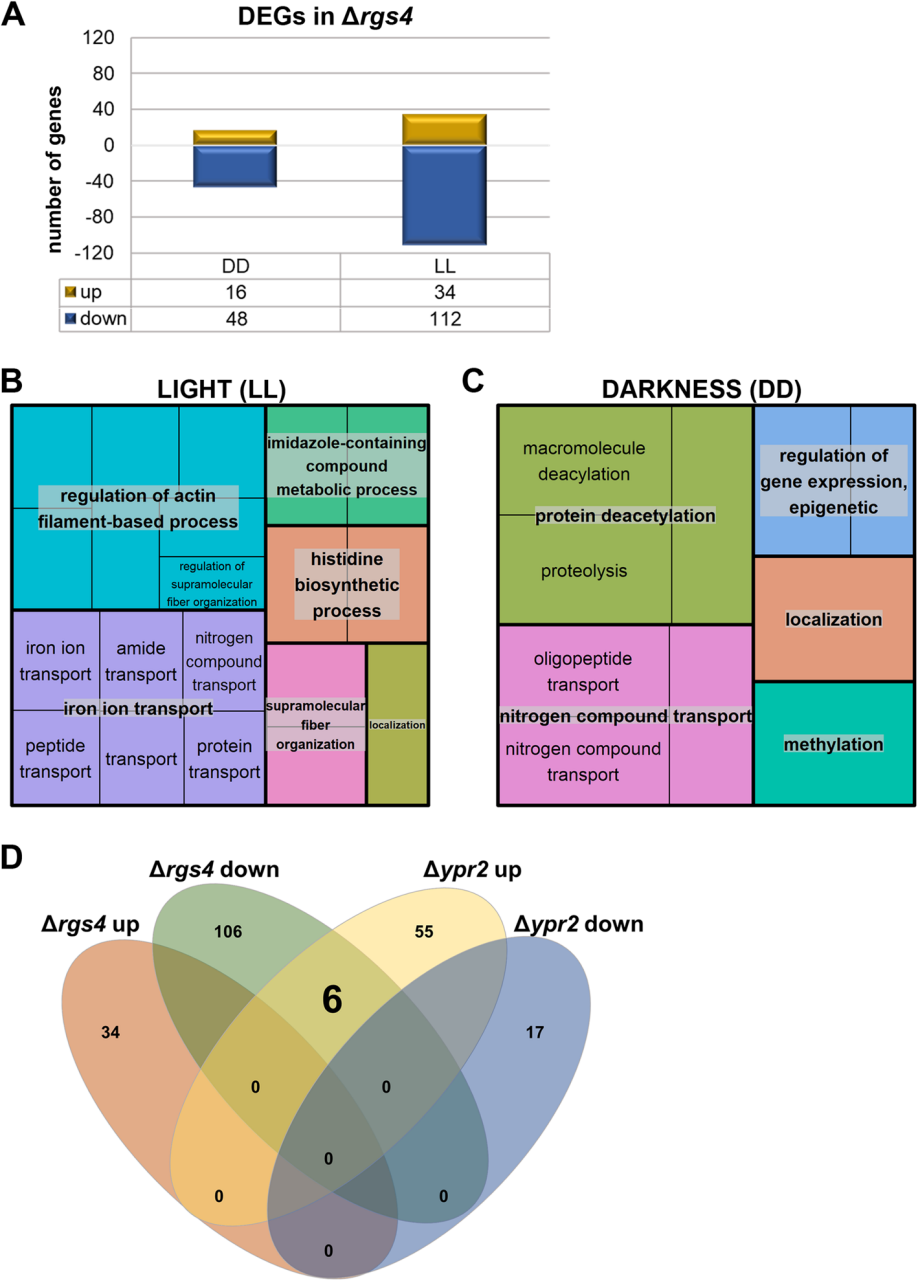
Gene regulation by RGS4 on cellulose in light and darkness. **A** Number of differentially expressed genes (DEGs) in Δ*rgs4. ***B**,** C** GO enrichment of DEGs visualized with REVIGO. **D** Number and overlap of DEGs in Δ*rgs4* and Δ*ypr2* in light

For six of the differentially regulated genes, phosphorylation association with induction of plant cell wall degrading enzymes was detected [63]. They include genes encoding two predicted amino acid transporters (TrB0212C/TR_123718 up- and TrA0392C/TR_47175 down-regulated in light), a predicted plasma membrane H + ATPase (TrA2081W/TR_76238 up-regulated in light) and a ribosomal protein (TrB0953C/TR_47795 down-regulated in light). Additionally, four genes which are mutated in RutC30 (TrF004C/TR_79726, TrF0028C/TR_109211 and TrF0013C/TR_43418) including a muconate cycloisomerase gene (TrC0885C/TR_55887) showing regulation specific to cellulase inducing conditions [35] and two genes mutated in QM9123 (TrC0611W/TR_2439 and TrD0796W/TR_43191) were found among the genes down-regulated by RGS4 (Additional file 2).

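In light the amino acid transporter gene TrB0212C had 15.02 ± 8.5 normalized counts (SD, n = 3) in the wild-type and 55.06 ± 48.1 (SD, n = 3) in Δrgs4, with overlapping libraries. Its log2 fold change of 1.54 (standard error 0.48) had an adjusted p of 0.0673 (limma with Benjamini-Hochberg adjustment), above the threshold, and it was called only without Δrgs4 LL replicate 3. With 3780 ± 199 normalized counts (SD, n = 3) in wild-type DD it also lies among the genes whose spread in LL can be underestimated. TrA0392C dropped from 451 ± 53.2 to 274.8 ± 37.2 normalized counts (SD, n = 3 each), a log2 fold change of -0.71 with an adjusted p of 0.00641 (limma, Benjamini-Hochberg), and stayed past both thresholds without any 1 of the 6 LL libraries. The H+ ATPase gene TrA2081W was higher in Δrgs4 by a log2 fold change of 0.88 (standard error 0.26). Its libraries overlapped and the adjusted p was 0.0594 (limma, Benjamini-Hochberg). It was called without wild-type LL replicate 3 and without Δrgs4 DD replicate 3. For TrA0390C the log2 fold change was 0.36 with an adjusted p of 0.110 (limma, Benjamini-Hochberg).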

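Of the genes mutated in RutC30, TrF0044C (log2 fold change -0.88), TrF0028C (-0.69) and TrC0885C (-0.83) had lower transcript levels in Δrgs4 in darkness. The paper's text prints TrF0044C with a digit missing, and it was identified by the protein identifier in Additional file 2. In limma with Benjamini-Hochberg adjustment their adjusted p were 0.137, 0.0839 and 0.136. The Δrgs4 and wild-type DD libraries did not overlap for any of them, which chance gives for 10% of genes. TrF0044C and TrF0028C were called without Δrgs4 DD replicate 3. TrF0013C was lower in light by a log2 fold change of -0.95 with an adjusted p of 0.0591 (limma, Benjamini-Hochberg), and was called without Δrgs4 LL replicate 2, wild-type DD replicate 3 or Δrgs4 DD replicate 3. Both genes mutated in QM9123 passed the thresholds in light. TrC0611W had 804.1 ± 81.5 normalized counts (SD, n = 3) in the wild-type and 467.8 ± 39 (SD, n = 3) in Δrgs4, and TrD0796W had 247.3 ± 24.3 and 140.6 ± 12.9 (SD, n = 3 each). Their log2 fold changes were -0.78 and -0.81 with adjusted p of 0.00301 and 0.00598 (limma, Benjamini-Hochberg), and they were called without any 1 of the LL libraries.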

In light, RGS4 is involved in regulation of transcript abundance of ribosomal protein genes. There were six ribosomal protein encoding genes down-regulated around twofold in the deletion mutant in light. 

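Together 6 ribosomal protein genes (TrB1847W, TrD0208W, TrB0594C, TrC1311W, TrC1283C and TrB0953C) and 2 snRNA-related genes (TrA2076W and TrA1443W) were tested as a list of 8, which the authors chose from these libraries. Their mean log2 fold change in light was -0.84, with single genes from -1.02 to -0.60. The rotation test fry of limma gave p = 1e-07, camera with its preset correlation of 0.01 gave 1.5e-14, and camera with the estimated correlation of 0.18 gave 0.000701. An exact permutation of the 6 LL libraries allows no p under 0.1, and 1 of its 10 splits, the real one, gave a mean as large. In darkness the mean was 0.05, with single genes on both sides of 0. All 8 genes were called in light, and the number adjusted over the list alone was also 8. Without 1 LL library the mean ranged from -0.87 to -0.79.

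**Figure D1:**
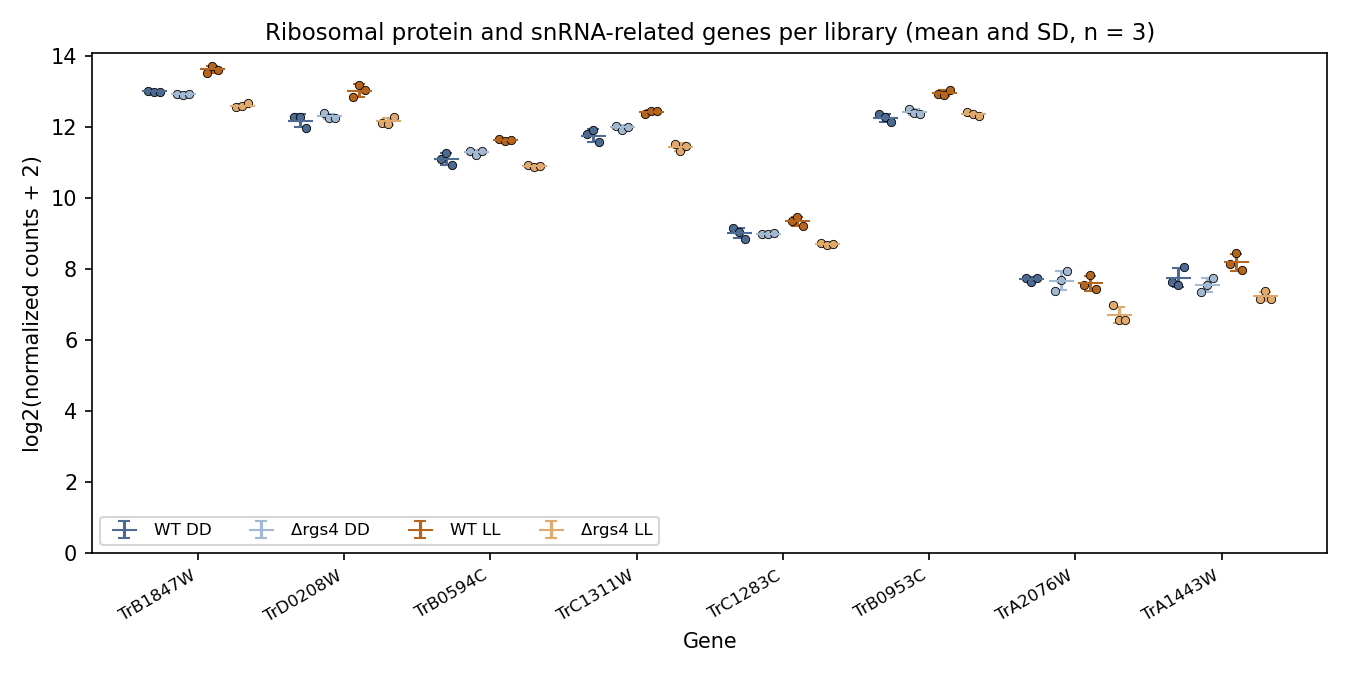
Transcript levels of the 6 ribosomal protein and 2 snRNA-related genes, as log2(normalized counts + 2) on the vertical axis, per gene on the horizontal axis. Points are single libraries, and bars are the mean and SD of 3 libraries for wild-type and Δrgs4 in DD and LL. The mean log2 fold change of the 8 genes was -0.84 in LL and 0.05 in DD.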

Among which there were two 60S ribosomal protein genes *rla1* (TrB1847W/TR_123850) and *rla2* (TrD0208W/TR_123202), two potential small ribosomal protein genes *rps21* (TrB0594C/TR_78233) and *rps28* (TrC1311W/TR_106039), a potential mitochondrial ribosomal protein gene (TrC1283C/TR_121219) and a ribosomal protein gene TrB0953C/TR_47795. Additionally, we found a small nuclear ribonucleoprotein (snRNP) (TrA2076W/TR_43225) and a snRNA associated protein TrA1443W/TR_76073.

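In light rla1 (TrB1847W) had 12589 ± 876 normalized counts (SD, n = 3) in the wild-type and 6216 ± 224 (SD, n = 3) in Δrgs4, a log2 fold change of -1.02 (standard error 0.06, adjusted p = 1.4e-05, limma with Benjamini-Hochberg adjustment). The values of rla2 (TrD0208W) were 8336 ± 1030 and 4565 ± 318 (SD, n = 3 each), those of rps21 (TrB0594C) 3188 ± 47.1 and 1910 ± 44.5, and those of rps28 (TrC1311W) 5499 ± 235 and 2765 ± 194. The corresponding log2 fold changes were -0.86, -0.74 and -0.99. TrC1283C decreased by 0.65 on the log2 scale and TrB0953C decreased by 0.60. The call of TrB0953C is lost without wild-type LL replicate 3 or without Δrgs4 LL replicate 3, where its log2 fold change lies inside 0.58. For each of these genes the Δrgs4 libraries lay below all wild-type libraries in LL.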

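TrA2076W had 193.5 ± 28.3 normalized counts (SD, n = 3) in wild-type LL and 103.6 ± 17.5 (SD, n = 3) in Δrgs4 LL, with an adjusted p of 0.0125 (limma, Benjamini-Hochberg). Without wild-type LL replicate 2 it was no longer called. TrA1443W had 292.6 ± 48 and 148.5 ± 13.6 (SD, n = 3 each) with an adjusted p of 0.00893 (limma, Benjamini-Hochberg).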

In constant darkness there are less genes differentially regulated in Δ*rgs4* as compared to in constant light but among those, categories involved in transport and localization stand out and can also be observed in the functional enrichment analysis (Fig. 3B, C). 

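The difference between both light conditions was also tested itself, as the interaction of genotype and light. limma with Benjamini-Hochberg adjustment called 45 genes with a lower and 18 with a higher value of the interaction. These numbers depended on single libraries, from 7 and 0 without Δrgs4 DD replicate 1 to 103 and 89 without Δrgs4 DD replicate 3. With the values as deposited they were 22 and 21. Apart from that of rgs4, the largest decreases among genes called in darkness whose libraries did not overlap, which chance gives for 10% of genes, were those of TrE0072W (log2 fold change -2.33), TrB1799C (-1.69) and TrG0111W (-1.30), with adjusted p of 0.047, 0.0161 and 0.047 in limma (Benjamini-Hochberg). Among glycoside hydrolase genes, bgl3i (TrA0299W) had 827.5 ± 84 normalized counts (SD, n = 3) in wild-type DD and 485.9 ± 61.1 (SD, n = 3) in Δrgs4 DD, a log2 fold change of -0.77 with an adjusted p of 0.047 (limma, Benjamini-Hochberg). For TrF0168W the log2 fold change was -0.96 and the adjusted p 0.111 from the same limma test (Benjamini-Hochberg). Except for rgs4, the calls named here depend on single libraries. The one of bgl3i is lost without any 1 of 5 of the 6 DD libraries and is kept only without Δrgs4 DD replicate 3, as are those of TrE0072W and TrG0111W. TrB1799C is lost without 4 of them. The median SD per gene on the log2 scale was 0.153 between DD libraries and 0.135 between LL libraries, and 1 spread per gene, estimated from all 12, enters the tests in both.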

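The glutathione S-transferase genes TrB1934C, TrF1200C and TrE0246W were higher in Δrgs4 than in the wild-type in darkness. TrB1934C had 109.7 ± 10 normalized counts (SD, n = 3) in the wild-type and 233 ± 59.6 (SD, n = 3) in Δrgs4, TrF1200C 102.5 ± 17.1 and 189.7 ± 49.9 (SD, n = 3 each), and TrE0246W 554.5 ± 35.4 and 897.3 ± 178 (SD, n = 3 each). The log2 fold changes were 1.05, 0.85 and 0.68. limma with Benjamini-Hochberg adjustment gave adjusted p of 0.0828, 0.158 and 0.0839, above the threshold. Each was called without Δrgs4 DD replicate 3.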

Out of 16 up-regulated genes in darkness, seven are transporters (also permeases or transferases) of which three are annotated as glutathione S-transferases (GST) [64]. Glutathione transferases belong to a protein family conserved across plants and animals, of detoxifying enzymes which are able to catalyze the conjugation of glutathione to form more soluble non-toxic compounds [65]. The number of GSTs in fungi correlates with the ability to degrade complex organic compounds and *T. reesei* was listed with the second highest number of GST genes present in the genome among fungi [66]. Among the down-regulated genes in darkness are two glycoside hydrolase genes (TrA0299W/TR_47268 (*bgl3i*) and TrF0168W/TR_65162) which is likely to contribute to the lower specific cellulase activity in Δ*rgs4.*

### RGS4 regulates a secondary metabolite cluster associated with siderophore production

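The genes TrE0011C to TrE0016W, which are numbered consecutively, had a mean log2 fold change of -2.52 in Δrgs4 against the wild-type in light (p = 0.00106 from limma's rotation test fry, and 1 of 10 splits in an exact permutation of the LL libraries, the real one). With its preset correlation camera gave p = 3.7e-07, and with the estimated correlation of 0.76 it gave p = 0.0445, which rose above 0.05 in several alternatives (up to 0.155 with only the 6 LL libraries). The authors chose the list on these libraries, so that the tests are not independent evidence. Single genes decreased from 450.4 ± 317 to 102 ± 64.1 normalized counts (SD, n = 3 each) for TrE0011C, from 266.5 ± 175 to 40.27 ± 15.4 for TrE0012W, from 394.9 ± 283 to 48.73 ± 33.9 for TrE0013C, from 444 ± 256 to 98.12 ± 52.4 for TrE0014C, from 96.68 ± 63.5 to 12.24 ± 4.53 for TrE0015W, and from 170.6 ± 128 to 23.85 ± 21 for TrE0016W. Their log2 fold changes lay between -2.93 and -2.08, which corresponds to 4.21- to 7.61-fold, and adjusted p lay between 0.00786 and 0.0335 in limma (Benjamini-Hochberg). All 6 were called, and 6 were also called when adjusted over the list alone. With only the 6 LL libraries 2 were called, and with limma-voom 4. The libraries did not overlap for any of the genes, which chance gives for 10% of genes. The replicates differed widely, with 2613, 1686 and 895 reads on the cluster in the wild-type LL libraries 1 to 3 and 214, 214 and 587 reads in those of Δrgs4. Without 1 LL library the mean stayed between -2.98 and -2.01. Single calls were less stable. TrE0011C and TrE0016W lost theirs without wild-type LL replicate 1 or 2 or without Δrgs4 LL replicate 1 or 2, TrE0013C without wild-type LL replicate 1 or 2 or Δrgs4 LL replicate 2, and TrE0012W and TrE0014C without wild-type LL replicate 2. TrE0015W was called throughout. Of the 2 genes numbered on each side, TrE0009C had a log2 fold change of -0.24 in light, TrE0010C of -0.04, TrE0017C of 0.18 and TrE0018C of -0.71, and none was called. TrE0009C had at most 9 reads in an LL library and TrE0017C at most 1, too few to decide on a change. TrE0018C, whose libraries did not overlap, had an adjusted p of 0.0514 (limma, Benjamini-Hochberg), just above the threshold.

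**Figure D2:**
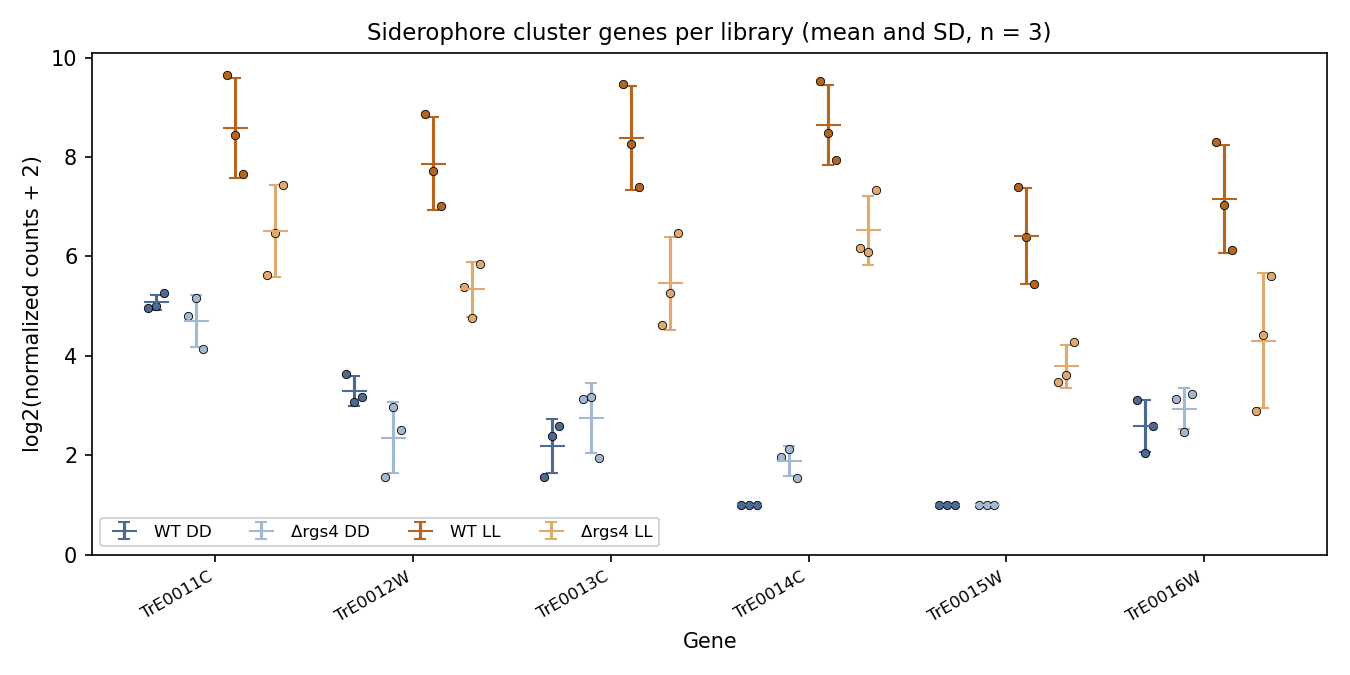
Transcript levels of the 6 siderophore cluster genes, as log2(normalized counts + 2) on the vertical axis, per gene on the horizontal axis. Points are single libraries, and bars are the mean and SD of 3 libraries for wild-type and Δrgs4 in DD and LL. The mean log2 fold change of the cluster was -2.52 in LL.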

Among the down-regulated genes in light we found all six genes of a siderophore biosynthetic cluster (Fig. 4A, B): TrE0011C/TR_71005, TrE0012W/TR_112590, TrE0013C/TR_71010, TrE0014C/TR_82628, TrE0015W/TR_6085 and TrE0016W/TR_71008 (3.7 – 6.4-fold significantly down-regulated; Fig. 4C-H). TrE0015W is the homologue to *A. fumigatus* sidH, a mevalonyl CoA dehydratase, annotated in *T.reesei* as SID8, followed by a transacylase, SID6 (TrE0014C) and the NRPS siderophore synthase SID4 (TrE0011C) in the biosynthetic pathway. The genome of *T. reesei* does not comprise an N^2^-transacetylase gene, which would be responsible for acetylation of fusarinine C to triacetylfusarinine C (TAFC) (*A. fumigatus* sidG). However, for *A. fumigatus,* the production of fusarinine C seems to be sufficient as the major siderophore [67]. Additionally, also a siderophore transporter (TrE0016W) and an MDR type ABC transporter (TrE0013C) belong to this cluster and were found to be down-regulated as well as the iron transporter TrD0323C/TR_38812, not member of this cluster but indicative of an involvement of RGS4 in iron transport/synthesis in light, which is supported by the enriched functional category “iron transport” as well (Fig. 3B). 

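In light the iron transporter gene TrD0323C had 5250 ± 2264 normalized counts (SD, n = 3) in the wild-type and 1411 ± 258 (SD, n = 3) in Δrgs4, a log2 fold change of -1.80 (standard error 0.28, adjusted p = 0.00598, limma with Benjamini-Hochberg adjustment). It was called without any 1 of the LL libraries, with log2 fold changes between -2.20 and -1.52. In darkness the values were 2252 ± 153 and 3120 ± 330 (SD, n = 3 each). From the transporter and the enriched category, the paper proposes as a hypothesis that RGS4 has a part in iron transport or synthesis in light.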

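Transcript levels of fet3b (TrD0040C) in light were 136.4 ± 48 normalized counts (SD, n = 3) in the wild-type and 239.7 ± 44.4 (SD, n = 3) in Δrgs4. The log2 fold change was 0.85 with a standard error of 0.23 and an adjusted p of 0.0462 (limma with Benjamini-Hochberg adjustment). The call was lost without any 1 of 5 of the 6 LL libraries, and kept without wild-type LL replicate 3. It was also lost without any 1 of 5 DD libraries, which share the estimate of the spread, and kept without Δrgs4 DD replicate 3. With TMM or upper-quartile factors, where the log2 fold change was 0.83 and 0.80, with only the 6 LL libraries, the replicate block, no filter, treat, the values as deposited and limma-voom the call was lost as well.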

In support of this hypothesis, also one of the multicopper oxidases of the reductive iron transport system, Fet3b (TrD0040C/TR_5119) was up-regulated in light. Regulation of an RGS protein in association with iron homeostasis has been shown for mammalian RGS19, which possesses a consensus iron-sulfur binding motif (CXXCXXC) [68, 69]. However, such a motif is not present in *T. reesei* RGS4.

**Fig. 4:**
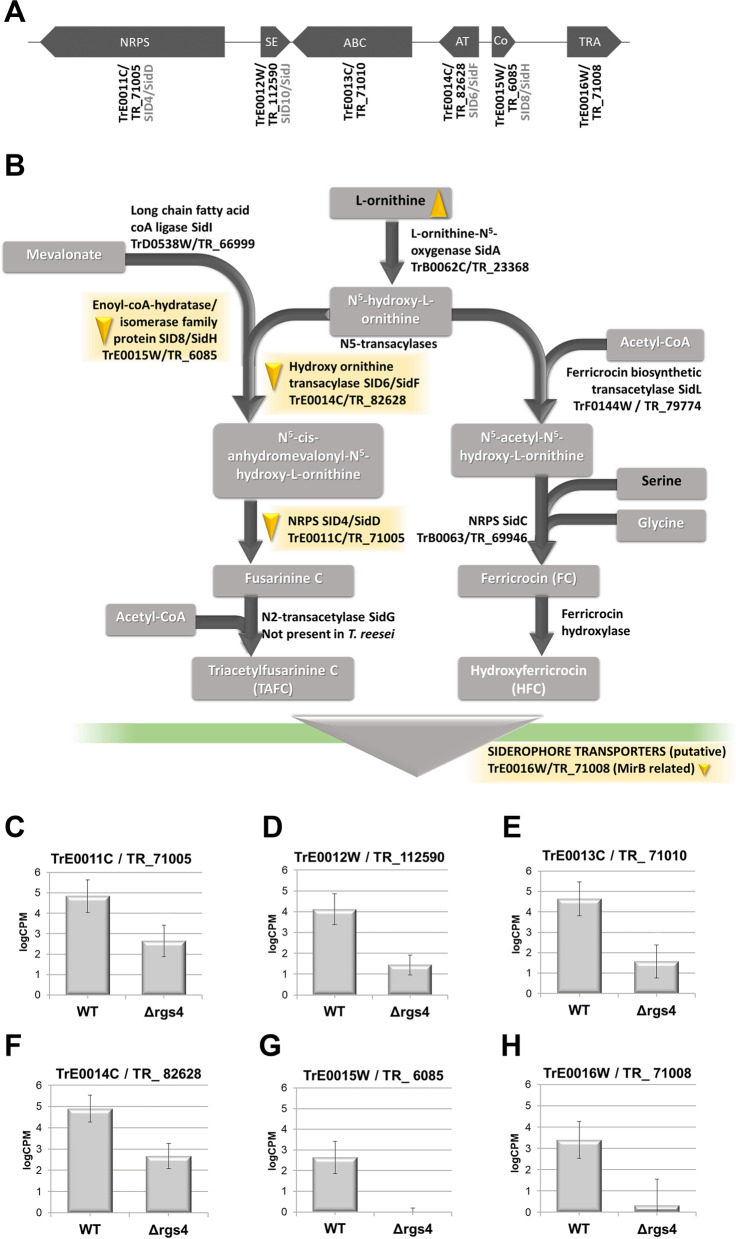
Regulation of a siderophore biosynthetic cluster by RGS4. **A** Schematic representation of the siderophore cluster in *T. reesei.* Model designations below the scheme taken from http://genome.jgi.doe.gov/Trire2/Trire2.home.html and if annotated, *T. reesei* protein names from Druzhinina et al. 2016 [64] and homologues names for *A. fumigatus* from https://fungidb.org/fungidb/app*.* NRPS (non-ribosomal peptide synthase), SE (siderophore esterase), ABC (ABC transporter), AT (acetyltransferase), Co (enoyl CoA hydratase), TRA (siderophore transporter). SID4/TrE0011C was former also known as TEX20. **B** Schematic representation of siderophore pathway and involved enzymes in *T. reesei.* Carbon sources analyzed by the BIOLOG Phenotype FF microarrays are given in black letters in grey boxes, compounds not analyzed are written in white. Downward pointing triangles indicate decreased growth in Δ*rgs4*, upwards pointing triangles indicate increased growth. Yellow triangles show growth differences in light (LL). Pathways and enzymes were taken from KEGG [64, 70, 71]. Model designations with the gene names taken from http://genome.jgi.doe.gov/Trire2/Trire2.home.html and if annotated, *T. reesei* protein names from Druzhinina et al. 2016 [64] and homologues names for *A. fumigatus* from https://fungidb.org/fungidb/app*. ***C**-**H** LogCPM normalized counts of siderophore cluster genes in wild-type and Δ*rgs4* in constant light (LL). Error bars show standard deviations. Statistical significance was calculated using Student’s T-test. * = *p*-value < 0.05

On cellulose, already previously a light dependent regulation of this siderophore cluster upon growth on cellulose was found in the *ypr2* deletion mutant *in T. reesei* [62]. Therefore, we were interested if there is an overlap in regulatory targets between RGS4 and YPR2. YPR2 is a transcription factor located in the sorbicillin (SOR) cluster [60] and when deleted, the entire siderophore cluster was up-regulated in light, which contrasts with Δ*rgs4* where the siderophore cluster was down-regulated in light (Figs. 3D and 4C-H) [62]. Nevertheless, we did not detect mutual regulation of *ypr2* by RGS4 or vice versa. 

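In light ypr2 (TrE0663W) had 439.6 ± 29.4 normalized counts (SD, n = 3) in the wild-type and 363 ± 43.1 (SD, n = 3) in Δrgs4. The log2 fold change of -0.28 had an adjusted p of 0.145 (limma with Benjamini-Hochberg adjustment) and lay inside the fold change threshold.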

Interestingly, the six genes of the siderophore cluster were the only ones up-regulated in Δ*ypr2* and down-regulated in Δ*rgs4* in light (Fig. 3D). Consequently, the regulatory pathways involving YPR2 and RGS4 act in opposite directions concerning siderophore regulation.

To support the relevance of RGS4 for siderophore production we analyzed their presence in the supernatants of cellulose grown cultures. However, we saw that siderophore production upon growth on cellulose appears to be only slightly above the detection limit of the method and while we did observe a negative trend for Δ*rgs4* in light (data not shown), we consider gene regulation and growth patterns as more relevant evidence (see below).

### RGS4 impacts growth on diverse carbon sources

As our transcriptome analysis indicated that RGS4 is involved in regulation of metabolism, we asked whether this impact extends to regulation of growth. We therefore applied the BIOLOG FF Phenotype microarray system and tested growth on 95 carbon sources in constant light and constant darkness (Additional file 3). Measurements were taken from 72 to 144 h to cover peak biomass values for most of the carbon sources. Results were considered relevant if at least two consecutive measurements showed statistically significant differences to the wild-type (*p*-value < 0.05).

We found that growth on several storage carbohydrates is decreased in Δ*rgs4*. Growth defects in Δ*rgs4* were observed on dextrin, glycogen and trehalose, as is growth on the intermediate maltose, mostly in light upon lack of RGS4 (Fig. 5A-D). This finding suggests, that RGS4 promotes carbon storage degradation for increasing its biomass production. The decreased growth may hence reflect rerouting of these resources to other metabolic needs.

**Fig. 5:**
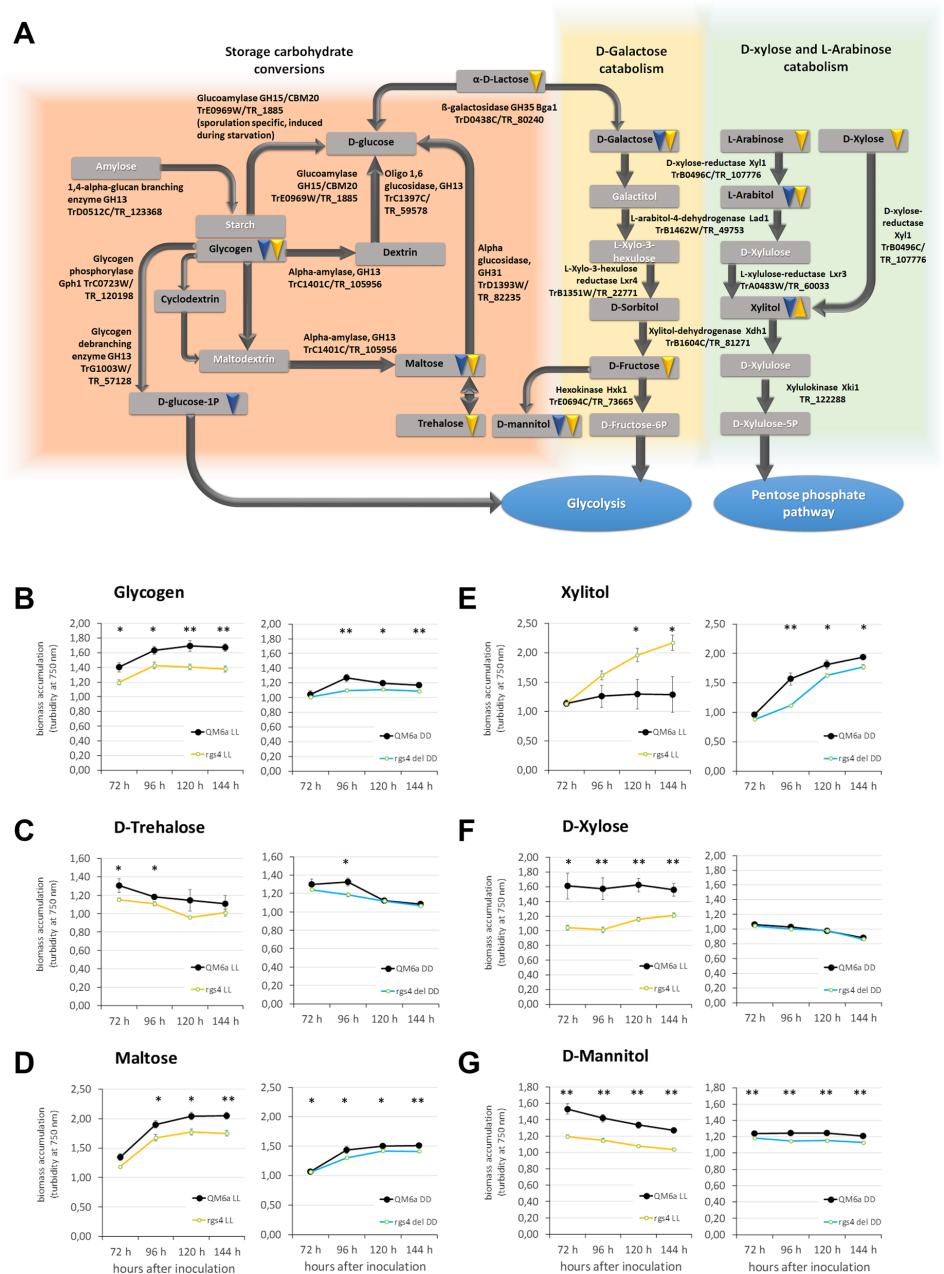
Biomass formation of Δ*rgs4* versus WT on carbon sources related to storage and sugar catabolism. **A** Schematic representation of carbohydrate conversion pathways and involved enzymes. Carbon sources analyzed by the BIOLOG Phenotype FF microarrays are given in black letters in grey boxes, compounds not analyzed are written in white. Downwards pointing triangles indicate decreased growth, upwards pointing triangles indicate increased growth. Blue triangles stand for growth in darkness (DD), while yellow triangles show growth differences in light (LL). Pathways and enzymes were taken from KEGG [71]. Gene model designations taken from http://genome.jgi.doe.gov/Trire2/Trire2.home.html and if annotated, *T. reesei* protein names from Druzhinina et al. 2016 [64] and homologues names for *A. fumigatus* from https://fungidb.org/fungidb/app*. ***B**-**D** Growth patterns of WT and Δ*rgs4* on storage related carbon sources i. e. **B** glycogen, **C** D-trehalose and **D** maltose in constant light (LL) or constant darkness (DD) as revealed by the BIOLOG system. **E–G** Growth patterns of WT and Δ*rgs4* on carbon sources representing intermediates of D-galactose, D-xylose or L-arabinose catabolism, i.e. **E** xylitol, **F** D-xylose or **G** D-mannitol. Error bars indicate standard deviation of three biological replicates. Asterisks show statistical significance of the difference between WT and Δ*rgs4* at a given time point (* = *p*-value < 0.05, ** = *p*-value < 0.01)

The observed growth patterns further suggest that RGS4 is involved in regulation of D-xylose, L-arabinose and D-galactose catabolism, as Δ*rgs4* grows more slowly on several intermediate carbohydrates of this pathway (Fig. 5A, E–G). In particular, growth on xylitol decreased in the dark, but increased in light (Fig. 5E), reflecting a light dependent regulation of the involved pathways by RGS4. Interestingly, this is not the case for D-xylose (Fig. 5F), which is converted to xylitol (Fig. 5A), as this shows the opposite effect in light (Fig. 5F). Consequently, we assume that due to the function of RGS4, xylitol conversion is promoted and upon deletion of *rgs4*, this intermediate is available for biomass production. In case of D-galactose, L-arabitol and D-mannitol (Fig. 5A), decreased growth was observed in both darkness and light, hinting at a more general effect of RGS4 targeting growth on these carbon sources.

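For the genes whose identifiers are printed in Fig. 5A, no call was made in light or in darkness at both thresholds. Among them Gph1 (TrC0723W) had log2 fold changes of 0.17 in light and 0.38 in darkness, Bga1 (TrD0438C) of 0.37 and 0.35, Lad1 (TrB1462W) of 0.06 and 0.43, Xdh1 (TrB1604C) of 0.11 and 0.42, and Xyl1 (TrB0496C) of 0.41 and 0.26. For Lxr4 (TrB1351W) they were 0.06 and 0.37, for Lxr3 (TrA0483W) 0.05 and 0.36, for Hxk1 (TrE0694C) 0.12 and 0.15, for TrE0969W 0.11 and -0.08, for TrC1397C -0.11 and 0.0018, for TrC1401C 0.11 and 0.19, for TrD0512C -0.05 and 0.23, for TrG1003W -0.15 and 0.12, and for TrD1393W 0.14 and 0.49. The lowest adjusted p of limma (Benjamini-Hochberg) was 0.108 in light, for Xyl1, and 0.138 in darkness, for Gph1. Without Δrgs4 DD replicate 3, Bga1, Xdh1 and Lxr3 were called in darkness, with log2 fold changes of 0.76, 0.66 and 0.63.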

Screening the transcriptome data for correlations of gene regulation with these growth patterns, we did not find regulations of the genes involved in the degradation pathways of these carbon sources. Consequently, we assume an impact of RGS4 is likely not at the transcriptional level but rather on a posttranscriptional level or that the targeted pathways are not operative or regulated upon growth on cellulose.

### RGS4 impacts growth on siderophore related carbon sources

The most interesting finding of the BIOLOG assay was the detection of carbon source utilization patterns supporting regulation of siderophore biosynthesis and indirectly iron homeostasis by RGS4 (Fig. 6). Importantly, growth on L-ornithine, the central precursor of siderophores, decreased in light, but not in darkness (Fig. 6A). Also, growth on L-proline decreased in light (Fig. 6B), although growth on glutamate only decreased in darkness. Since growth on putrescine, which is the intermediate in the metabolic pathway yielding polyamines, did not change in Δ*rgs4*, we assume that lack of *rgs4* decreases the consumption of proline, which may free resources for biomass production on ornithine. As an organic compound, the amino acid proline can be used as carbon and nitrogen source. In *A. fumigatus*, deletion of *rgsC*, the homologue of *rgs4*, resulted in restricted growth with proline as nitrogen source [48]. This is in agreement with our data, considering a role of proline as carbon source as well.

**Fig. 6:**
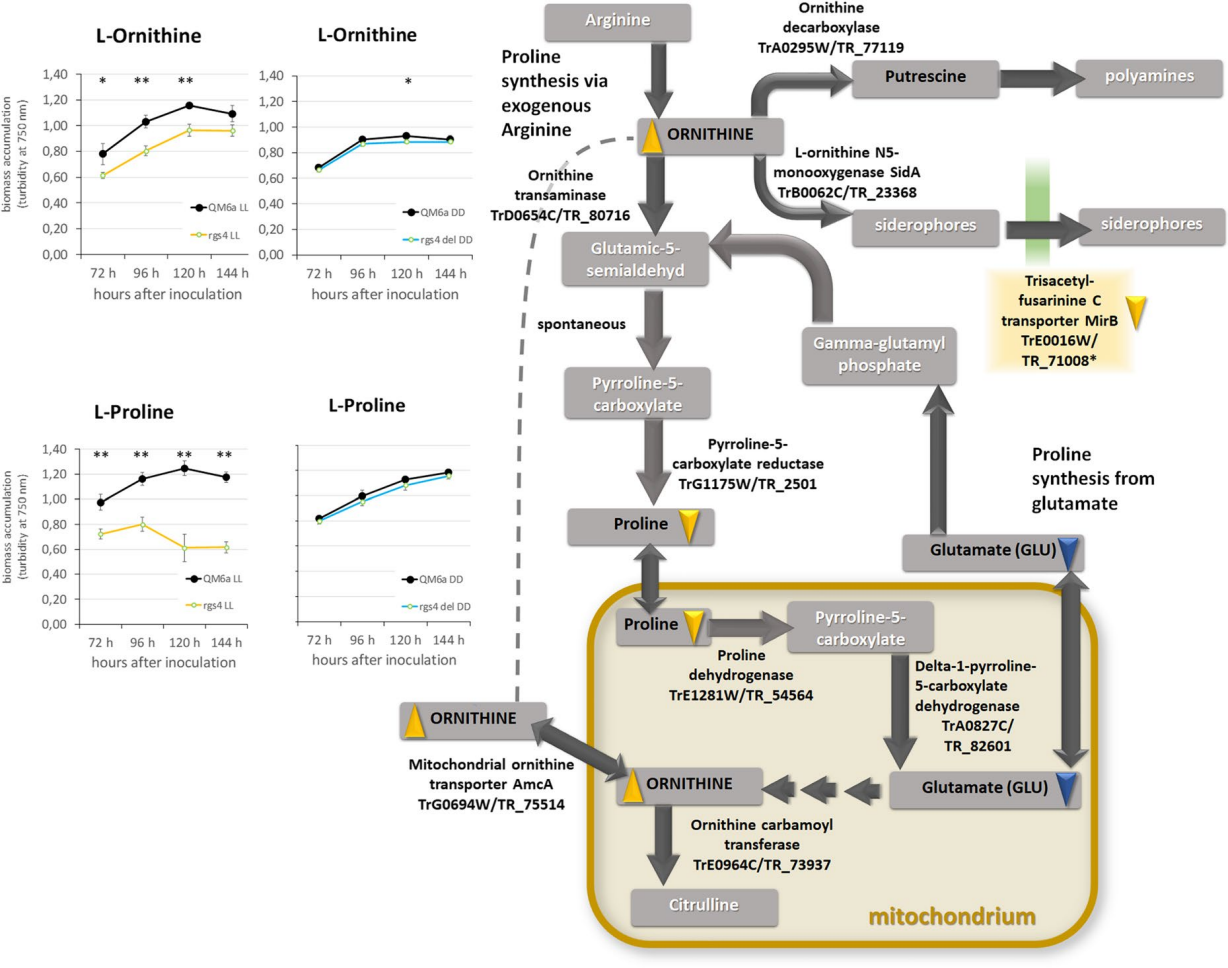
Biomass formation of Δ*rgs4* versus WT on carbon sources related to ornithine metabolism. **A**, **B** Growth patterns of WT and Δ*rgs4* on siderophore precursor (**A**) ornithine and amino acid (**B**) proline in constant light (LL) or constant darkness (DD) as revealed by the BIOLOG system. Error bars indicate standard deviation of three biological replicates. Asterisks show statistical significance of the difference between WT and Δ*rgs4* at a given time point (* = *p*-value < 0.05, ** = *p*-value < 0.01). **C** Schematic representation of conversion pathways and involved enzymes. Carbon sources analyzed by the BIOLOG Phenotype FF microarrays are given in black letters in grey boxes, compounds not analyzed are written in white. Downwards pointing triangles indicate decreased growth, upwards pointing triangles indicate increased growth; blue triangles stand for growth in darkness (DD), while yellow triangles show growth differences in light (LL). Pathways and enzymes are taken from KEGG [71–73]

Additionally, decrease of transcript abundance and hence likely decrease of expression of the siderophore biosynthetic gene cluster and its operation in light also decreases conversion of ornithine for their production, again liberating resources for growth (Fig. 6C).

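Outside the cluster, the genes drawn in Fig. 6C and Fig. 4B stayed inside the fold change threshold or above the adjusted p threshold in both light conditions. In light TrG1175W had a log2 fold change of -0.45, AmcA (TrG0694W) of -0.33, SidC (TrB0063W) of -0.22 and TrA0295W of 0.35. In limma with Benjamini-Hochberg adjustment their adjusted p were 0.0221, 0.0402, 0.0405 and 0.00452, with fold changes under the threshold. SidA (TrB0062C) had a log2 fold change of -0.16 (adjusted p = 0.287, limma with Benjamini-Hochberg adjustment). SidI (TrD0538W) had 11.04 ± 4.58 normalized counts (SD, n = 3) in wild-type LL and 2.878 ± 1.44 (SD, n = 3) in Δrgs4 LL, and was not called (adjusted p = 0.239, limma, Benjamini-Hochberg). In light the log2 fold change of SidL (TrF0144W) was 0.47, that of TrD0654C 0.03, that of TrE1281W 0.15, that of TrA0827C 0.09 and that of TrE0964C -0.25.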

Inspection of the assay plates at the end of the experiment did not indicate significant differences in sporulation on one of the specific carbon sources tested.

## Discussion

It is crucial for fungi to sense and quickly adapt to their environment which relies on efficient signal transmission pathways. One of those pathways involves heterotrimeric G-protein signaling which is conserved in eukaryotes with its main components: the heterotrimeric G-proteins, G-protein coupled receptors (GPCRs) and regulators of G-protein signaling (RGS) [3, 74]. In *T. reesei*, roles of the G-protein α, β and γ subunits and a few GPCRs in the regulation of carbon or secondary metabolism in a light dependent manner was previously described [36–38, 40, 51]. RGSs on the other hand are still missing in this picture in *T. reesei* although they play an important role in the termination of signal from the Gα subunits. RGS proteins, just as G-proteins themselves, play important roles in the regulation of basic fungal processes such as vegetative growth, conidiation, secondary metabolite production and mating [41, 43]. In *A. fumigatus* the RGS proteins have been described in more details over the last years including *rgsC* which is involved in growth and development, tolerance to oxidative stress, gliotoxin production, expression of transporters and nutrient sensing [48]. To better understand the roles of RGS proteins specifically in light dependent regulation in *T. reesei* the current study provides insights into physiological changes and differential gene expression of RGS4 (Fig. 7)*.* One of the most interesting findings of this study is the difference of the regulatory targets of RGS4 in light versus darkness, which was not shown before and agrees with the light dependent role of the G-protein pathway shown previously [13, 37, 38].

**Fig. 7:**
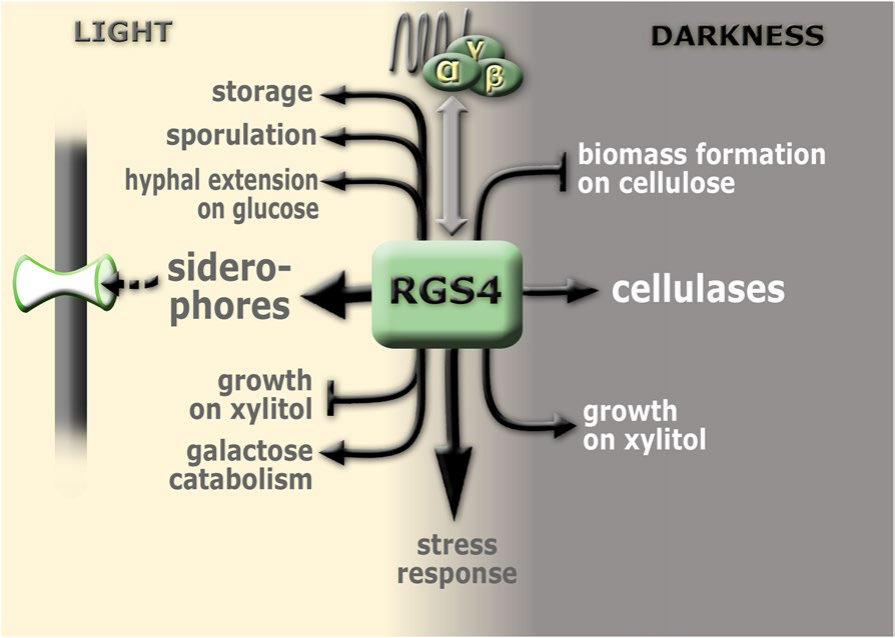
Schematic representation of the regulatory role of RGS4 in light and darkness. In light, *rgs4* is required for normal expression of the siderophore cluster producing fusarinine C and for expression of (iron) transporter genes. Furthermore, *rgs4* is positively involved in growth on storage- and galactose metabolism related carbon sources, sporulation and hyphal extension on glucose but negatively effects growth on xylitol as carbon source. In darkness on the other hand *rgs4* positively influences growth on xylitol and specific cellulase activity but decreases biomass formation on cellulose. In both, light and darkness, *rgs4* contributes to resistance against oxidative stress

In a previous study, a light independent regulation of growth by the Gα subunit 1 (*gna1*) on solid media with glucose as carbon source can be seen (slightly decreased hyphal extension of Δ*gna1* on glucose) [38]. Interestingly for Δ*rgs4* the effect is stronger in light and abolished in darkness indicating that RGS4 is light dependently required for the transmission of a glucose signal. In the same study [38] a light dependent involvement of GNA1 in the reaction to oxidative stress by menadione was shown. In constant light, deletion of *rgs4* caused a similar phenotype with decreased growth due to menadione, like the constitutive activation of GNA1, whereas in darkness we saw opposite effects: increased tolerance in both mutants of GNA1 and decreased tolerance in Δ*rgs4.* The deletion of an RGS protein should increase the signal strength of a Gα subunit because the intrinsic GTPase activity is not accelerated, however, in *T. reesei* there are four different free RGS proteins and it is not yet known whether their functions are redundant and how specific their interaction with the respective G-alpha subunits is. Considering the domain composition of RGS4, it would be predicted to act on the G-alpha s protein GNA3 rather than on GNA1 [49]. If this would be the case, strains lacking *rgs4* should have a phenotype resembling that of a constitutive activation of GNA3 (GNA3QL), which was reported earlier [37]. However, despite the confirmed function of RGS4 in cellulase regulation, the strong increase in transcript levels of the major cellulolytic enzyme encoding gene *cbh1* in light, which was earlier observed for GNA3QL [37] was not observed in Δ*rgs4.* This finding either suggests that the role of RGS protein in fungi is not entirely conserved or rather that investigation of G-protein function in the background of the high-cellulase random mutant QM9414 and its derivative TU-6 may be slightly different from that in the wild-type QM6a.

A light and carbon source dependent involvement of a GPCR, i.e. *gpr8,* in regulation of secondary metabolism was investigated previously, showing a decrease in transcript levels of SOR cluster genes and secondary metabolites produced in darkness on cellulose [36]. In part, the regulation patterns of GPR8 overlap with those of YPR2, a transcription factor located in the SOR cluster, but targeting a broad range of secondary metabolite biosynthesis genes [62]. Interestingly, in darkness two thirds of all of the genes differentially regulated in Δ*rgs4* are also differentially regulated in Δ*ypr2* but only six genes overlap in light, which all belong to the same siderophore cluster. This indicates a contribution of RGS4 in the initiation of a cascade that involves YPR2. The effect on siderophore regulation in light is opposite in both deletion mutants: RGS4 is required for siderophore gene cluster expression and YPR2 down regulates the cluster. Until now no direct correlation between RGS and iron transport has been shown in fungi, but in HELA cells the role of a RGS protein in the signaling cascade of iron chelation was shown [68].

Iron is essential for all eukaryotes and abundant on earth, but in an aerobic environment usually present in its oxidized form of ferric oxide hydrate complexes (Fe_2_O_3_ x nH_2_O) which has a low solubility of 10^–9^ to 10^–18^ M at neutral pH [67, 75]. Therefore, microbes had to develop different strategies for efficient iron uptake. One such a mechanism is siderophore-mediated Fe^3+^ uptake. Siderophores are low molecular mass iron chelators which help with the transport and storage of iron in the cell [76]. *A. fumigatus* acquires extracellular iron by a mechanism called reductive iron assimilation (RIA) [70]. During lack of extracellular and intracellular siderophores, *A. fumigatus* operates the RIA pathway, where ferric iron gets reduced to its ferrous form and is taken up by the FtrA/FetC complex [77, 78]. Defects in the RIA pathway cause an increase of siderophore production in *A. fumigatus* [79]. The genome of *T. reesei* comprises two Ftr1/Fet3 pairs, which are each located in vicinity to each other [62]. The respective gene pairs encoding FET3a/FTR1a and FET3b/FTR1b are co-regulated and *fet3a/ftr1a* show increased transcript levels in light on cellulose, while *fet3b/ftr1b* transcript abundance is decreased in light [62]. These data indicate that the two distinct gene pairs involved in the reductive iron uptake system in *T. reesei* confer light dependent specificity of this process, which likely also influence siderophore regulation. In our study, only *fet3b* was up-regulated in light in Δ*rgs4.* We conclude that an influence of RGS4 on siderophore production and precursor metabolism in light but not in darkness is in agreement with the hypothesis of a light dependent relevance of iron as a nutrient, but also as a signal.

Phosphorylation is considered the currency of signal transduction cascades [80]. In recent years it was confirmed that fungi react to the presence of plant cell wall carbohydrates with phosphorylation of diverse proteins, including those within signal transduction cascades [81, 82]. This response happens within minutes of recognition of altered environmental conditions and is both transient and dependent on the sensed carbon source [81, 82]. Although RGS4 does not regulate protein kinases at the transcriptional level, we found several genes encoding proteins specifically phosphorylated upon detection of residues associated with plant cell wall degradation [63] among the targets of RGS4.

As generally with phosphorylation [83], this posttranslational modification of transporters may impact activity, stability or conformation/sensitivity in dependence of the substrate to be transported. Interestingly, the *S. cerevisiae* homologue of one of the predicted amino acid transporters (TrA0390C/

TR_47175), Avt3p, is phosphorylated by the kinase Atg1p [84], hence supporting a conserved relevance of this modification. Considering that for only around 8% of predicted proteins of *T. reesei* phosphorylation (of one or more peptides) was detected [63], the finding of six genes with plant cell wall degradation associated phosphorylation among the targets of RGS4 only in light (3 up-regulated, 3 down-regulated) is remarkable.

With functions in stress response and regulation of the metabolism of storage carbohydrates, RGS4 modulates physiologically crucial mechanisms intimately associated with survival. Moreover, in both cases a role in reaction to changing or deteriorating environmental conditions is implicated by this function and as with other functions of RGS4, it is connected to a light dependent relevance. The decreased growth upon degradation of extracellular glycogen, dextrin or trehalose hints to a lower expression or secretion of the respective enzymes and a function of RGS4 balancing growth with storage of carbohydrates in response to the environment.

## Materials and methods

### Strains and cultivation conditions

For the genotype of all strains used in this study see Table 1. The wild-type strain referred to in this study is *T. reesei* QM6a [85] which was used as a parental strain to construct the recombinant strain QM6aΔ*rgs4*.

**Table 1:** Strains used in this study

Strain	Code	Characteristics	Source
QM6a	WT	Wild-type	[85]
FF1	FF1	Female fertile derivative of QM6a (MAT1-1)	[86]
FF2	FF2	Female fertile derivative of QM6a (MAT1-2)	[86]
QM6aΔ*rgs4*	Δ*rgs4*	Δ*rgs4*::hph^+^ in QM6a background	This study
FF2rgs4_P5, FF2rgs4_P7, FF2rgs4_P11	FF2Δ*rgs4*	backcrossed Δ*rgs4* with FF1, carrying the deletion	This study
FF2rgs4_DR_3, FF2rgs4_DR_4	FF2*rgs4*DR	backcrossed Δ*rgs4* with FF1, not carrying the deletion	This study

Liquid cultivation was performed in Mandels Adreotti minimal medium (MA medium; [87]) containing 1% (w/v) microcrystalline cellulose (Alfa Aesar, Karlsruhe, Germany) and 0.1% (w/v) peptone to induce germination in constant dark and constant light (1700 lx) for 96 h at 200 rpm and 28° C. Strains for cultivation (QM6a and Δ*rgs4*) were revived from glycerol stocks and then grown on 3% (w/v) malt extract agar (MEX) for 14 days in constant darkness which prevents interference of circadian rhythmicity with the analyses. 10^9^ conidia/L were used for the inoculation of 50 mL MA medium in shake flasks in triplicates. For harvest in darkness a very low red safety light (darkroom lamp, Philips PF712E, red, 15W) was used.

Phenotypic plate assays were analyzed after 48 h at 28° C under constant light (1700 lx) and constant darkness. Sporulation was measured in triplicates at 600 nm, which correlates with microscopic spore counts. After excision of an agar piece of defined size (2 × 1.77 cm^2^) from malt extract plates (3% w/v) spores were collected in 4 mL spore solution (0.8% w/v NaCl and 0.05% w/v Tween 80 in purified water) and photometrically analyzed at 600 nm against a standard curve of pre-counted spores.

Hyphal extension assays were analyzed upon growth on MA medium supplemented with either 1% w/v carboxymethyl cellulose (CMC) or 1% w/v glucose (Glc). For growth under stress, MA-CMC was supplemented with either 1 M sorbitol or 1 M NaCl for osmotic stress or 0.25 mM menadione (Sigma-Aldrich, St. Louis, Missouri, USA) for oxidative stress and measured after 96 h.

### Construction of Δ*rgs4*

The deletion mutant Δ*rgs4* was created by recombinant cloning using a hygromycin phosphotransferase (*hph*) marker cassette with 1 kilobases (kb) flanking regions produced by yeast recombination as described previously [88] and protoplast transformation was performed with selection plates supplemented with 50 µg/mL hygromycin B as selection reagent (Roth, Karlsruhe, Germany) [89]. Successful deletion was confirmed by PCR. For primer sequences see Table 2. Copy number determination by qPCR as described previously [52] indicated two copies of the *rgs4* deletion cassette. Consequently, we aimed to confirm that the observed effects are due to the deletion of RGS4 rather than random effects of transformation. We performed crosses of Δ*rgs4* with female fertile FF1 to obtain progeny carrying the deletion. Analysis of these strains lacking *rgs4* as well as progeny from this crossing in which the deletion had been restored, confirmed that the characteristic growth defect of Δ*rgs4* on glucose segregated with the deletion (Additional file 1, Figure S2) hence confirming the validity of the strain used for analyses.

**Table 2:** Oligonucleotides used in this study

Name	Sequence 5'—3'	Purpose
Rgs4_65607_5F	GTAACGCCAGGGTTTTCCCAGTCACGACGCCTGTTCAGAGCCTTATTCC	forward primer for 5' flank
Rgs4_65607_5R	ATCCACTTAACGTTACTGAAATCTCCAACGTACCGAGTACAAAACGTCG	reverse primer for 5' flank
Rgs4_65607_3F	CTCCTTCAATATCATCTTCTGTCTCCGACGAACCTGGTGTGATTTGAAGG	forward primer for 3' flank
Rgs4_65607_3R	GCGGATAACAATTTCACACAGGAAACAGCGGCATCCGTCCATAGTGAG	reverse primer for 3' flank
Rgs4_65607_qF	CGTGATACAGGAGAGCGATA	Internal primer
Rgs4_65607_qR	TTGGTGCAGTTCGTGAAAC	Internal primer
EF1-728F	CATCGAGAAGTTCGAGAAGG	Internal primer
TEF1 rev	GCCATCCTTGGAGATACCAGC	Internal primer
SAR RTF1	TGGATCGTCAACTGGTTCTACGA	RT qPCR
SAR RTR1	GCATGTGTAGCAACGTGGTCTTT	RT qPCR
RTcbh1F	ACCGTTGTCACCCAGTTCG	RT qPCR
RTcbh1R	ATCGTTGAGCTCGTTGCCAG	RT qPCR

### Isolation and manipulation of nucleic acids

DNA for screening of mutants was extracted using a rapid mini preparation method for fungal DNA [90]. For the isolation of total RNA, the mycelium from liquid cultivation was filtered through miracloth and frozen in liquid nitrogen prior to extraction with the RNeasy Plant mini kit (Qiagen, Heidelberg, Germany). Quality control of total RNA and RT-qPCR for investigation of *cbh1* transcript levels was performed as described earlier [91, 92]. *Sar1* was used as reference gene. Oligonucleotide sequences of all primers used in this study are listed in Table 2.

### Biomass determination and specific cellulase activity

Biomass was determined as described earlier [93]. Briefly, frozen mycelia from liquid cultivation were ground in liquid nitrogen, incubated in 0.1 M NaOH and sonicated to break up cells. The liberated protein content was then measured using the Bradford method as a means reflecting biomass content.

For the analysis of cellulases in the cultivation supernatant, after centrifugation to remove residual cellulose, the CMC-cellulose kit (S-ACMC-L Megazyme) was used to measure endo-1,4-ß-D-glucanases. For the specific cellulase activity, the cellulase activity was normalized to the biomass produced.

### Sorbicillin analysis at 370 nm

Absorbance at 370 nm reflects sorbicillin content [59] and was hence applied to quantitatively assess the amount of yellow pigment, indicative for sorbicillin and its derivatives in liquid media. Supernatants of liquid cultivation were centrifuged to remove residual cellulose and absorbance at 370 nm indicative for sorbicillin measured from biological triplicates.

### BIOLOG phenotype microplate assay

Growth on different carbon sources were analyzed using BIOLOG FF Microplate assay (Biolog Inc., Hayward, CA) as described previously [94]. Inoculated microplates were incubated at 28 °C in constant dark or constant light (1700 lx) for up to 144 h and absorbances measured at 750 nm reflecting biomass accumulation in 24 h intervals starting at 72 h. Analyses were repeated in triplicates for each strain. Statistical significance of growth differences was analyzed by the T-test (*p*-value threshold ≤ 0.05) as implemented in Excel 2016 (Microsoft, Redmond, USA).

### Transcriptome analysis and bioinformatics

We submitted total RNA in biological triplicates for each strain and condition. Library preparation, including ribo-depletion for the removal of rRNA and sequencing was conducted at the Next Generation Sequencing Facility (Vienna Biocenter Core Facilities GmbH, Austria) on a NovaSeq 6000 in paired-end (PE) and 150 bp mode, which resulted in an average of 29 million reads per sample. Quality filtering (Q30) and adapter trimming was done using bbduk version 38.18 [95]. For mapping, we used the most recent *T. reesei* QM6a reference genome [8] using HISAT2 version 2.2.1 [96], with an average overall alignment of 99.0% on average. For further data processing we used samtools version 1.10 [97] and examined the quality of mapping with QualiMap version 2.2.2 before applying featureCounts version 2.0.1 [98]. For differential gene expression (DEG) analysis in R version 4.0.3 [99], DESeq2 version 1.3.1 [100] was used with a threshold for significantly differentially regulated genes of log2fold change |> 0.58| and p-adj < 0.05. Resulting DEGs were further filtered with the LFCshrink function (type: apeglm) [101]. The gene annotations were done using available annotations for *T. reesei*, *T. virens* and *T. atroviride* [42] and *T. reesei* [64]. For count normalization the DESeq2 variance stabilizing transformation (VST) function was applied. Functional enrichment of a set of DEGs was performed using the Fisher’s exact test using R package topGO version 2.42.0 [102] visualized with REVIGO [103].

### Statistics

Statistical significance for phenotypic analysis was calculated in R using Student’s T-test (compare means, ggpubr version 0.4.0) ** = *p*-value < 0.01, * = *p*-value < 0.05.

Phylogenetic analysis was performed using clustalX [104] for the alignment and MEGA11 for minimum evolution analysis [105, 106].

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

## Data Availability

The datasets generated and analyzed during the current study are included in this article and its additional files and under GenBank accession number GSE216955 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216955).

# Supplementary material for: RGS4 impacts carbohydrate and siderophore metabolism in Trichoderma reesei
**Source:** BMC Genomics. 2023 Jul 3;24:372. doi: 10.1186/s12864-023-09467-2
**Supplement:** Supplementary file 1 — Additional file 1.

**RGS4 impacts carbohydrate and siderophore metabolism in *Trichoderma reesei***

Miriam Schalamun^1^, Eva Maria Molin and Monika Schmoll^1,2^*

**Supplementary material**

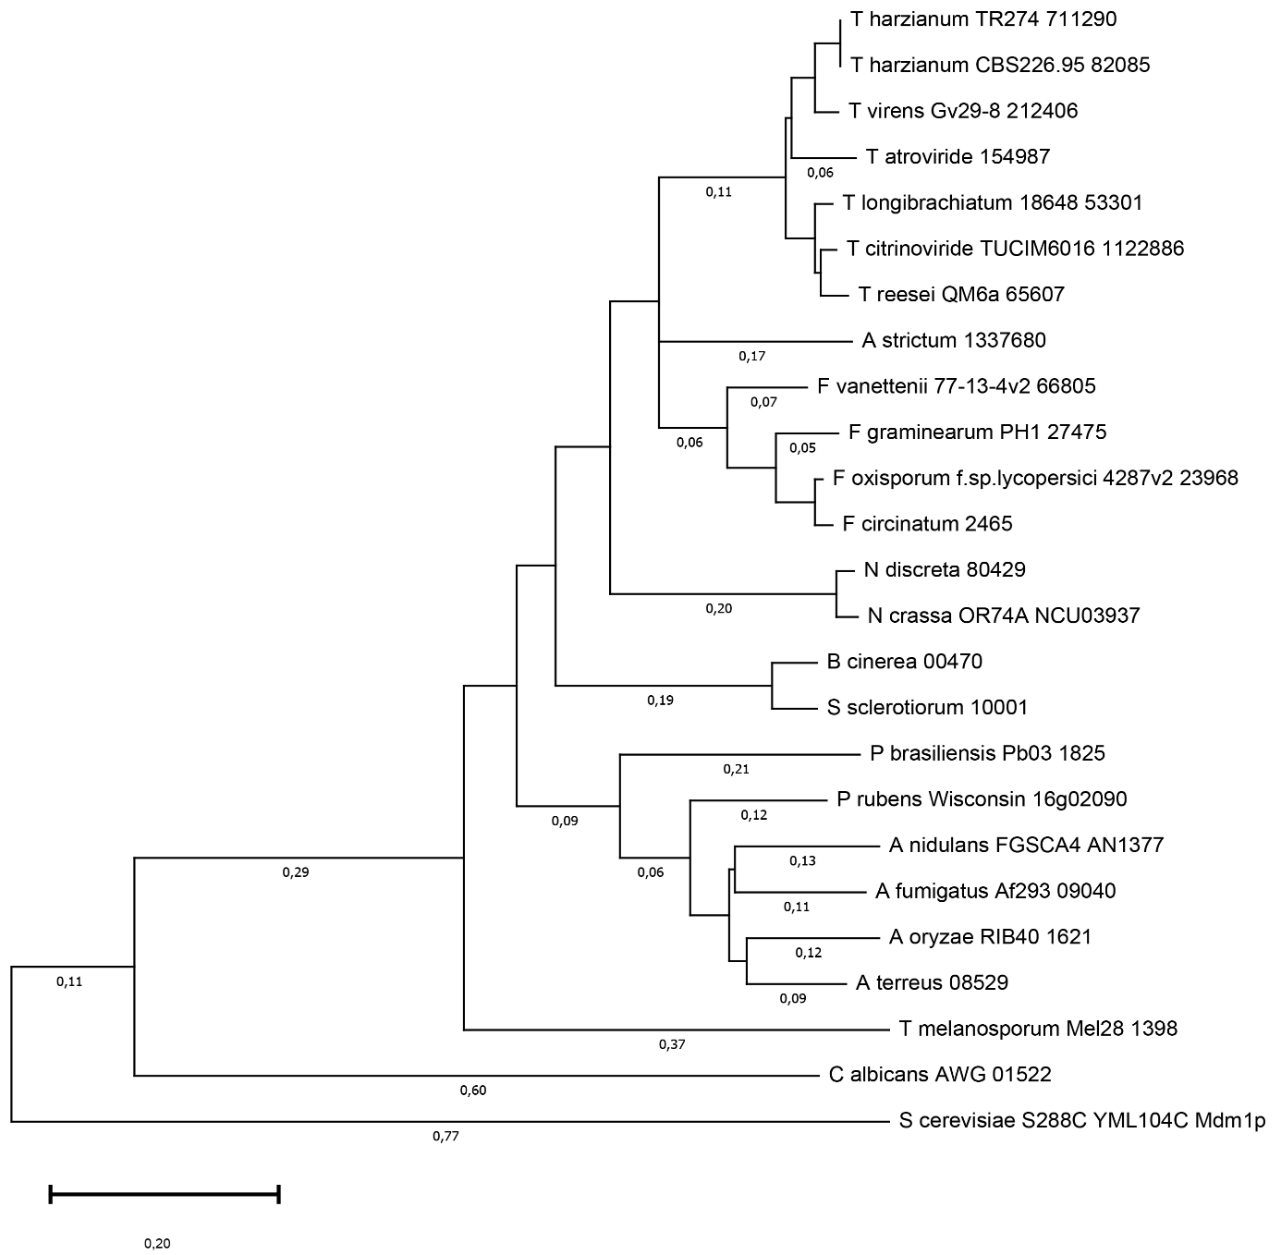

**Figure S1.** Phylogenetic analysis of RGS4 (TrG0496W) in fungi. Sequences were retrieved from fungiDB (https://fungidb.org/fungidb/app) and JGI (https://mycocosm.jgi.doe.gov/mycocosm/home). Species names, strain and protein IDs are provided. Sequence alignment was performed using ClustalX and phylogenetic analysis with MEGA11. Sequences used are: *Trichoderma harzianum, Trichoderma virens, Trichoderma atroviride, Trichoderma longibrachiatum, Trichoderma citrinoviride, Trichoderma reesei, Acremonium strictum, Fusarium vanettenii, Fusraium graminearum, Fusarium oxisporum, Fusarium circinatum, Neurospora discreta, Neurospora crassa, Botrytis cinerea, Sclerotinia sclerotiorum, Paracoccidioides brasiliensis, Penicillium rubens, Aspergillus nidulans, Aspergillus fumigatus, Aspergillus oryzae, Aspergillus terreus, Tuber melanosporum, Candida albicans, Saccharomyces cerevisiae*.

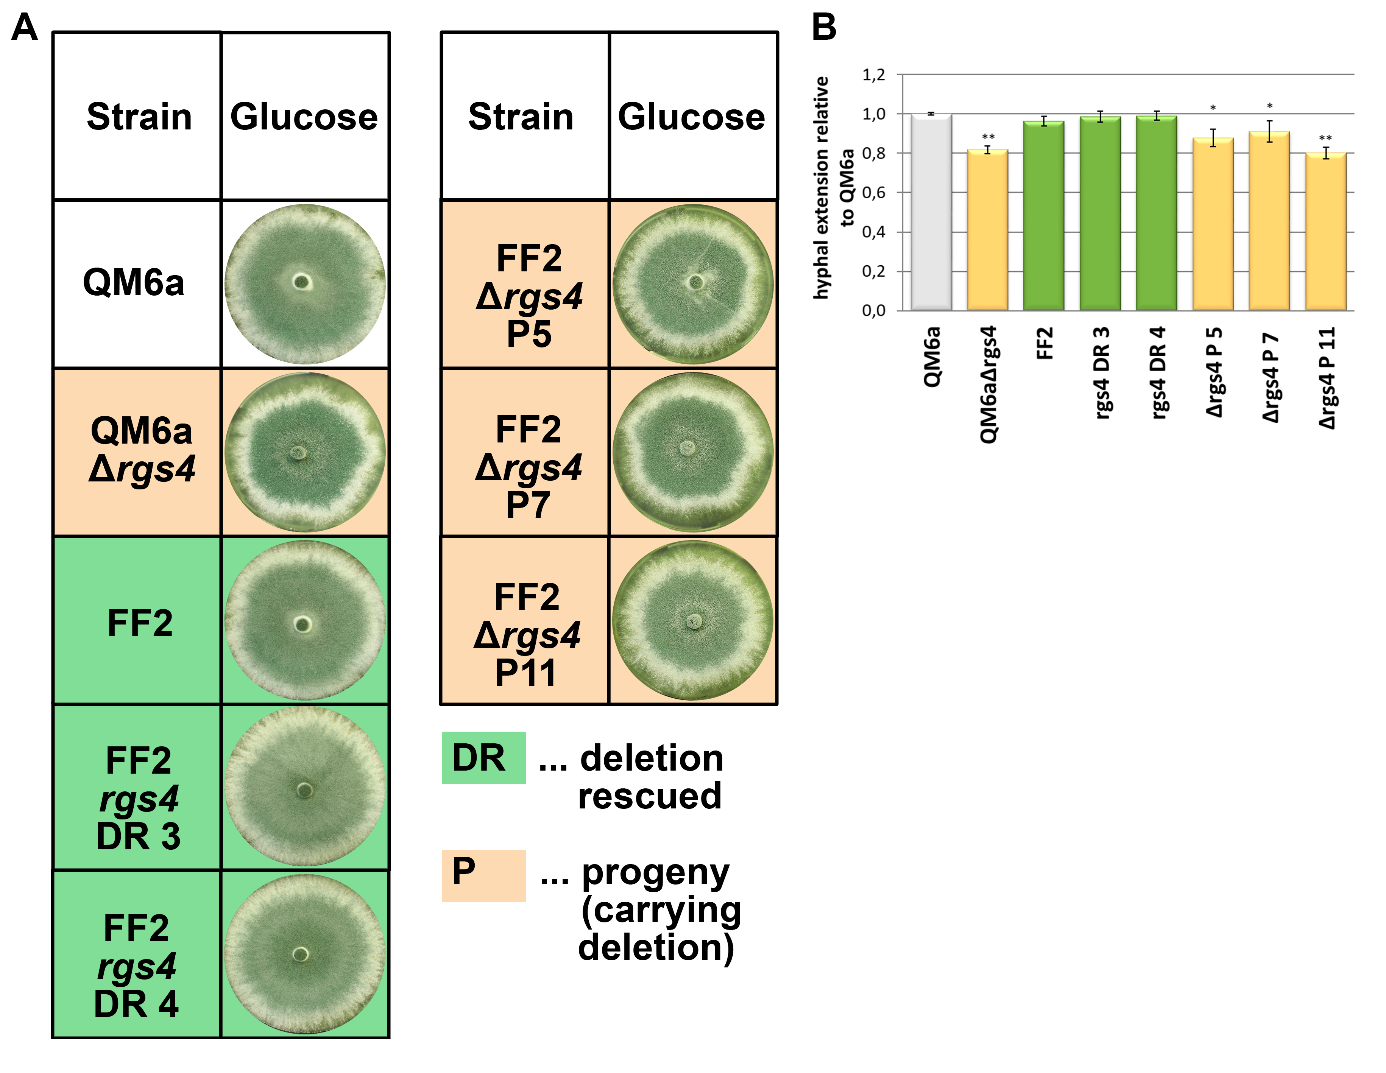

**Fig S2.** Hyphal extension of wild types QM6a and FF2, QM6aΔ*rgs4* and progeny of Δrgs4, carrying the deletion (rgs4_P5, rgs5_P7, rgs4_P11) and progeny not carrying the deletion (rgs4_DR3 and rgs4_DR4). Grown on MA-medium with 1% glucose under constant light. (**A**) after 96h, (**B**) after 48h.

How the deposited data were processed for this re-analysis (not part of the article)

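RNA was sequenced from 12 cultures of Trichoderma reesei, 3 each of the wild-type QM6a and of Δrgs4 in constant darkness (DD) and in constant light (LL), grown for 96 h on cellulose. The paper's methods state ribosomal RNA depletion, paired-end sequencing, trimming with bbduk and alignment with HISAT2 to the QM6a genome. They name samtools only for further processing. The paper's methods also state counting per gene with featureCounts and the authors' testing with DESeq2, with fold changes shrunken by apeglm. The strand setting of the counting and its treatment of reads with several alignments are not given in the sources used here, so that values of overlapping genes and near-identical paralogs are uncertain.

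The authors deposited values after the variance stabilizing transformation of DESeq2, with 1 value per gene and library on a log2-like scale, for 10879 genes. Their columns are named by strain, replicate and light condition, and these names were matched to the sample labels. A table of raw counts, deposited by the authors, has 12 per-sample columns named by sequencing identifiers that neither the labels nor the paper pair with a sample, and it was not used here. The lowest deposited value, 6.74, stands for 0 reads. The transformation was inverted with this value, which gave reads divided by the library's size factor (normalized counts), and the smallest step in each library gave whole reads. All values came out whole within 0.01. Reads on genes ranged from 11.25 to 15.84 M per library (M, mega). Intervals and limits from read numbers cover counting error only.

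The design written before the data were examined assumed raw counts and a count model. As the usable file holds transformed values, limma 3.58.1 in R 4.3.3 was used instead, on log2(normalized counts + 2), with a trended variance, 4 group means and all 12 libraries in 1 fit. The 8895 genes with at least 10 reads in at least 3 libraries were tested. Genes were called at |log2 fold change| > 0.58 and a Benjamini-Hochberg adjusted p < 0.05, the paper's thresholds. The contrasts were Δrgs4 against wild-type in LL and in DD, their difference (the interaction), and LL against DD in each strain. Lists of genes were tested with fry and camera of limma. Python 3.11.15 with pandas 2.3.3 was used to read the values and matplotlib 3.10.9 for the plots.

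The genes named in the text follow a rule set before the data were examined, when the paper's Additional file 2 had been seen. They are the genes the paper names or prints in Figs. 4B, 5A and 6C, rgs4 with 3 genes on each side, the siderophore cluster with 2 genes on each side, and the 18 genes around ypr1 and ypr2 as a summary. To these come, for light, darkness, the interaction and light in the wild-type, the 3 called genes with the largest change in each direction whose libraries do not overlap (not required for the interaction). Neighbouring genes were taken from the numbers in the gene identifiers. The reference annotation used here is of another build, and 0% of the identifiers pair with it.

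The steps were tested on simulated data, with reads drawn from the real means and size factors, and with the dispersion of genes of similar level. Of the 200 genes changed 2- or 4-fold in light, 198 had enough reads. With the median dispersion 88.9% of them were recovered, and 14 unchanged genes were called, 7.37% of all calls, of which 14 had under 50 normalized counts in LL. With the mean dispersion 82.3% were recovered and 12 unchanged genes were called, 10 of them under 50 normalized counts. For darkness 93.5% and 91.0% were recovered, with 12 false calls each. The reads of each gene were drawn on their own, so that no simulated library lay apart as a whole, as Δrgs4 DD replicate 3 did. The shares for darkness therefore do not tell how many changes would be found in the real DD libraries. The median SD per gene in LL was 0.135 in the data, 0.114 with the median and 0.208 with the mean dispersion. In darkness 8 and 5 of the false calls had under 50 normalized counts in DD. Of the 14 and 10 false calls with few reads in light, 12 and 8 had at least 2 times as many normalized counts in DD, and of the 8 and 5 in darkness, 7 and 2 had as many more in LL. The trended variance takes the spread of such genes from the mean over all 12 libraries and can underestimate it. On simulated data this was not tested apart from this count. The analysis was kept as chosen, and genes of this kind that were called in light or in darkness are marked where they are named.

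Of the alternatives set before the data were examined, those run were TMM and upper-quartile factors, only the 6 libraries compared, the replicate number as a block, no filter beyond 1 read, and at least 10 reads in every library. Also run were adjusted p alone, limma's treat against 1.5-fold, the values as deposited, and leaving out each of the 12 libraries in turn. Those with count models, among them DESeq2, were not run. Pseudocounts of 0.5 and 5 and limma-voom on the recovered reads were added after the data were seen. No replicates of a group agreed within sampling noise. Not analysed here are the RT-qPCR, growth, pigment, enzyme and BIOLOG measurements and the ypr2 mutant.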

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

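The splits of the samples in this part, the tests on the genes beside rgs4 and on single libraries, and those on the called genes with few reads were chosen after the results were seen.

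The difference between Δrgs4 and the wild-type was not the same in light and darkness for 63 genes. The interaction was lower than 0 for 45 of them and higher for 18 (limma, Benjamini-Hochberg). In 3 of 100 drawn splits, the real one included, as many genes were called, so that a random arrangement of the libraries is argued against. The number depends on single libraries, with 192 genes without Δrgs4 DD replicate 3 and 7 to 38 without any other 1 library. With the replicate block 4 genes were left. All Δrgs4 cultures were of 1 strain, in which the paper reports more than 1 copy of the deletion cassette. In the paper's crosses the growth defect on glucose segregated with the deletion, and transcript levels were not tested in the progeny. Loss of rgs4 can therefore not be told apart here from another change in this strain.

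The ribosomal and snRNA-related genes had a mean interaction of -0.88, with 6 genes called and 8 adjusted over the list alone. The interaction was -0.94 for TrB1847W, -0.98 for TrD0208W, -0.93 for TrB0594C, -1.22 for TrC1311W, -0.63 for TrC1283C and -0.76 for TrB0953C. Without 1 of the 12 libraries in turn, the calls of TrB1847W, TrB0594C and TrC1311W held in 12 of 12 fits and that of TrB0953C in 11 (not without Δrgs4 LL replicate 3). That of TrC1283C held only without Δrgs4 DD replicate 3, and that of TrD0208W only without WT DD replicate 2 or 3, Δrgs4 DD replicate 3, WT LL replicate 1 or Δrgs4 LL replicate 1. In 4 of 100 drawn splits, the real one included, the mean interaction was as large, which argues against a random arrangement, but the authors chose the list from these libraries. In light the mean of the list was reached by 1 of 10 splits, the real one, and 10 splits cannot exclude a random arrangement. Lengths were paired with 0% of the genes, so that a bias from gene length cannot be told apart from an effect of the deletion. A biological difference between light and darkness stays open as a hypothesis.

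For the siderophore cluster the mean interaction was -2.60 (p = 0.00653 from limma's rotation test fry, 0.0578 from camera with the estimated correlation, so that the second does not reach 0.05). TrE0014C, the only gene called, had -2.9998, and 6 were called when adjusted over the list alone. Its call held only without Δrgs4 DD replicate 3 or WT LL replicate 3, and it had 0 reads in the wild-type DD libraries. In the drawn splits 4 of 100 gave a mean as large, which argues against a random arrangement, but the authors chose this list, too, from these libraries. In the 10 splits of the LL libraries 1 gave a mean as large in light, and in the 10 splits of the DD libraries 7 did so in darkness. That 1 library decides the decrease in light is argued against, since the mean without the most influential library was still -2.01. The decrease seen in light may not be visible in darkness, because only 2 of the 6 genes had enough reads in DD for a decrease of that size to exceed 2 standard errors, and the cluster had 32 to 51 reads per DD library. For these, the decrease in light carried over to DD would be -1.88 for TrE0011C and -1.62 for TrE0012W, with 2 standard errors of 1.04 and 0.97, and -0.37 and -0.95 were observed. For TrE0013C and TrE0016W it would be -0.96 and -1.21, with 2 standard errors of 1.19 and 1.34, and 0.57 and 0.36 were observed. The value observed thus lies more than 2 standard errors above the one carried over for TrE0011C, TrE0013C and TrE0016W. TrE0013C and TrE0016W had at most 5.87 normalized counts in a DD group, so near to 0 that they decide little. TrE0012W stays compatible with the decrease, and TrE0014C and TrE0015W had 0 reads in wild-type DD. Over the whole cluster neither a decrease nor its absence in darkness is shown. In the wild-type the cluster was higher in LL than in DD by a mean log2 fold change of 5.32, which the paper does not report from these libraries.

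Other genes with a called interaction were TrC0611W (-0.91), TrD0796W (-1.02), TrB1934C (-1.62), bgl3i TrA0299W (0.92), TrD0323C (-2.27), TrB1799C (1.42), TrE0008W (-2.67), TrB0225W (2.51) and TrB1962C (1.47). The last 5 were chosen by the size of the interaction. TrE0008W had at most 16.68 normalized counts in any group and lost its call in each of the 12 fits without 1 library. TrB0225W had 16.75 and 41.70 normalized counts in wild-type and Δrgs4 LL, and 124.49 and 51.48 in DD. Its spread in LL can thus be underestimated. TrD0323C kept it only without Δrgs4 DD replicate 3 or WT LL replicate 2, TrB0225W and TrB1962C only without Δrgs4 DD replicate 3 or WT LL replicate 3, and TrB1799C and TrA0299W only without Δrgs4 DD replicate 3. TrB1934C kept it without Δrgs4 DD replicate 3 or Δrgs4 LL replicate 1, TrD0796W without Δrgs4 DD replicate 2 or 3 or WT LL replicate 3, and TrC0611W in 11 of the 12 (not without Δrgs4 DD replicate 1). No explanation was tested for single genes.

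The light response itself is not reported in the paper. LL against DD gave 3280 called genes in the wild-type and 3221 in Δrgs4. Of these, 2614 were called in both with the same direction and 2 with opposite directions. In each strain 1 of 10 splits, the real one, gave as many, and 10 splits of 1 strain cannot exclude a random arrangement. Both strains together exclude it, since 1 of 100 drawn splits of LL and DD within both, the real one, gave as many genes with the same direction in both, and the highest number in another split was 0 (limma, Benjamini-Hochberg). Among called genes whose libraries did not overlap, the largest changes in the wild-type were those of TrG1195C (-10.98), TrE0671C (-10.93) and TrE0670C (-10.82), and of TrE0391W (11.18), TrD1022C (9.38) and TrA0174W (8.97). TrE0671C and TrE0670C lie in the region around ypr1 and ypr2. TrE0391W alone held between 4.11% and 7.25% of the reads on genes in LL. The change in the mutant followed that in the wild-type with a slope of 0.974 across 8895 genes (0.955 to 1.01 without 1 library), which argues against a weaker light response of the mutant. The groups share no libraries.

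Genes outside those the paper discusses were called in light and darkness. In light TrB1960C (1.52), TrE1139W (1.30) and TrD0019W (1.23) had the largest increases among called genes whose libraries did not overlap. Of the 187 genes called in light other than rgs4, 11.2% had under 50 normalized counts in both LL groups, so that an underestimated spread at few reads may explain part of the calls but not most of them. Of these 21 genes, 10 had at least 2 times as many normalized counts in DD, among them TrB1960C and TrE1139W. With only the 6 LL libraries 1 of the 10 was called, and TrB1960C and TrE1139W were not. Of the other 11, TrD0019W among them, 4 were called with the 6 LL libraries, TrD0019W included. limma-voom called 1 of the 10 and 7 of the 11. For the genes not called with the 6 LL libraries, an underestimated spread cannot be told apart from a change. The reason is that this fit also makes fewer calls elsewhere. The genes called there took no spread from DD, so that a spread lowered by the DD libraries does not explain those calls. They still had under 50 normalized counts in LL. The call of TrB1960C was kept without Δrgs4 LL replicate 1, that of TrE1139W without WT LL replicate 2 and that of TrD0019W without WT LL replicate 3, and each was lost without any 1 of the other 5 LL libraries. Of the DD libraries, leaving out Δrgs4 DD replicate 2 removed the call of TrB1960C, and any 1 but Δrgs4 DD replicate 3 that of TrE1139W. That of TrD0019W was lost without WT DD replicate 1 or 2 or Δrgs4 DD replicate 1 or 2. In darkness TrE0072W (-2.33), TrB1799C (-1.69) and TrG0111W (-1.30) were called, each lost without most of the single DD libraries.

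Beside rgs4, TrG0494W had a log2 fold change of -0.66 in light and was the only 1 of the 6 neighbouring genes with an adjusted p under 0.05. In darkness it had -0.52 with an adjusted p of 0.0839 (limma, Benjamini-Hochberg). Its libraries did not overlap in light or in darkness, and those of TrG0495C did not in darkness. As many changed genes among 3 on each side are found around 35.9% of genes, so that an effect of the deletion construct on its neighbours cannot be told apart from other changes. This count uses neither the size nor the direction of a change, nor whether it recurs in both light conditions. Without Δrgs4 LL replicate 2 the call of TrG0494W was lost, and without Δrgs4 DD replicate 3 it was also called in darkness (-0.61), as was TrG0495C (2.06). The log2 fold changes in light and darkness were -0.25 and -0.10 for TrG0493C, 0.42 and 1.59 for TrG0495C, -0.07 and -0.13 for TrG0497W and -0.13 and 0.13 for TrG0498C, and that of TrG0499W in darkness was -0.18, without a call in the fit with all libraries.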

How the results depend on the processing

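The pseudocounts and limma-voom were chosen after seeing the data, the other alternatives before. Of the 143 values of 86 named genes, 48 were called. The means of the siderophore cluster and the ribosomal list in light kept their direction and a fry p under 0.05 under all alternatives in which they were tested, as did rgs4 its direction and call in both light conditions. For the cluster camera with the estimated correlation did not stay under 0.05. It gave 0.0445 with all libraries, 0.155 with only the 6 libraries compared, 0.067 with the replicate block, 0.06 with the values as deposited, 0.0884 with limma-voom, and 0.0248 to 0.0736 without 1 library, above 0.05 without each DD library and without Δrgs4 LL replicate 1 or 2. Of the 6 cluster genes 2, 4, 6 and 4 were called in these alternatives in that order, 5 without WT DD replicate 2, 1 to 6 without 1 LL library, and 0 with treat. Of the 8 ribosomal and snRNA-related genes 1 was called with treat and 5 with the values as deposited. For the results below that did not, the cause was not tested unless the setting itself gives it.

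With adjusted p alone, which removes a threshold, there were 416 down- and 379 up-regulated genes in light, 9 and 3 in darkness, 5259 genes regulated by light in the wild-type, 5262 in Δrgs4 and 4 in both. With treat, which tests against 1.5-fold, there were 2 and 0 genes in light (limma, against 1128 and 1222 at an unadjusted p under 0.05 without it), 1 down in darkness, 0 in the interaction, 1927 and 1873 for light in the wild-type and Δrgs4, and of the authors' listed genes 1 and 0 in light and 0 down in darkness were called. The values as deposited, where low values are compressed, gave 30 and 5 genes in light, 27 and 2 in darkness, 2013 and 1988 for light in the strains and 2 in both, and called 28 and 5 of the authors' genes in light and 23 and 2 in darkness. Upper-quartile factors gave 21 up-regulated genes in light, 2 down in darkness, 26 in the interaction and 1 of the authors' genes down in darkness, and 90.1% of the calls in light were down, against 79.8%. Of the calls in the interaction 88.5% were lower, against 71.4%. With only the 6 libraries compared 1 gene was down in darkness, and 0 of the authors' genes down in darkness and 13 up in light were called. Without a filter there were 4 down in darkness, 37 in the interaction and 2 of the authors' genes. At least 10 reads in every library removed rgs4 and left 0 genes in both. A pseudocount of 0.5 gave 5 down in darkness and 3 of the authors' genes. limma-voom gave 30 down and 9 up in darkness, 40 in the interaction, 3 in both, 25 down and 7 up of the authors' genes in darkness, and a cluster interaction of -2.78 above the fry threshold.

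No consistent pairing of the libraries by replicate number was seen. The correlation of their deviations between wild-type and Δrgs4 was 0.35, 0.22 and -0.21 in LL and -0.41, 0.24 and -0.16 in DD. With the replicate block 114 and 27 genes were called in light, 3 and 0 in darkness, 4 in the interaction, and 2 of the authors' genes down in darkness.

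Without 1 library the numbers ranged from 43 to 189 down and 7 to 56 up in light, from 1 to 129 down and 0 to 154 up in darkness, from 7 to 192 in the interaction and from 1 to 24 in both. Of the authors' genes 36 to 109 down and 6 to 31 up in light were called, and 0 to 34 down and 0 to 15 up in darkness. The lowest numbers in light came without WT LL replicate 2 and the highest in darkness without Δrgs4 DD replicate 3. Those that moved the numbers in light by more than 1.5 times were WT LL replicate 1 (91 down, 21 up), WT LL replicate 2, Δrgs4 LL replicate 2 (92 down, 23 up) and Δrgs4 DD replicate 2 (24 up). In darkness, the 8 genes fell to 1 or 2 without each of the other DD libraries. Leaving out an LL library, which shares the estimate of the spread, also lowered them, to 1 without WT LL replicate 1, 2 without WT LL replicate 2, 3 without WT LL replicate 3, 3 without Δrgs4 LL replicate 2 and 2 without Δrgs4 LL replicate 3. Without Δrgs4 LL replicate 1 there were 9. The siderophore cluster in darkness ranged from -0.0255 to 0.19, the lowest without Δrgs4 DD replicate 2.

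Uncalled values near 0 changed sign. TrC1397C in darkness was -0.00208 with TMM and -0.0116 with upper-quartile factors, and TrD0654C in light -0.0125 with upper-quartile factors. Without 1 library TrC1397C ranged from -0.24 to 0.10 in light and from -0.0987 to 0.0787 in darkness, TrB1462W in light from -0.0835 to 0.19, TrB1351W in light from -0.10 to 0.15, TrA0483W in light from -0.00526 to 0.0811, TrD0654C in light from -0.00422 to 0.11, TrE1281W in light from -0.0616 to 0.29, TrA0827C in darkness from -0.0123 to 0.25, TrD0538W in darkness from -0.26 to 1.01, TrG0493C in darkness from -0.28 to 0.0844, TrG0498C in darkness from -0.0121 to 0.27, TrG0499W in darkness from -0.62 to 0.46, TrE0009C in light from -0.53 to 0.0186 and TrE0010C in light from -0.17 to 0.11.

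Not run were the alternatives with count models and shrinkage, which were set for deposited counts (on the recovered reads only limma-voom was run), those on gene length, since no lengths pair with the genes, and a list of all ribosomal protein genes. Depth limits what is seen of genes with few reads, such as those of the siderophore cluster in DD.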

Differences from the paper's values

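The paper's number of down-regulated genes in darkness is 48, and 8 were called here with rgs4 (7 without it). Additional file 2 lists 47, and rgs4 is not among them. DESeq2, the authors' test, was not run here. None of the alternatives that were run and had been set before the data were examined came within 1.5 times of the paper's number. The numbers were 27 with the values as deposited, 129 without Δrgs4 DD replicate 3, and 1 to 9 with the others. limma-voom, chosen after the values were seen, called 30 and missed 22 of the 47 genes listed in Additional file 2.

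For up-regulated genes in darkness the paper's number is 16, and limma called 0 here, with 588 genes at an unadjusted p under 0.05. Adjusted p alone gave 3, the values as deposited 2, limma-voom 9, chosen after the values were seen and without 9 of the 16 listed genes, and leaving out Δrgs4 DD replicate 3 gave 154. None of the alternatives that were run and had been set before the data were examined was within 1.5 times.

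The paper gives 3 genes regulated in both light and darkness, without the deleted gene. Apart from rgs4, limma called 0 genes in both here. At an unadjusted p under 0.05 in both there were 353 genes other than rgs4, of which 102 were lower and 140 higher in both and 111 had opposite directions. Adjusted p alone gave 3 (TrA0072C, TrC0168W and TrC0395W, none of the paper's), and the values as deposited gave 1 (TrF0745W). Leaving out Δrgs4 DD replicate 3 gave 23. The other alternatives that were run and had been set before the data were examined gave 0. limma-voom, chosen after the values were seen, gave 2 (TrB0388C and TrD0325W), and misses 2 of the paper's 3. TrA0072C, TrC0168W, TrC0395W and TrD0325W are named because of these calls, after their values were seen. All 3 of the paper's genes are called in both without Δrgs4 DD replicate 3.

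The paper's average of 29 M reads per sample compares with a mean of 13.99 M reads on genes here. The sequencing was paired-end, and at 2 reads per pair the mean here would be 27.98 M reads, if the values count pairs. Whether they do is not given in the sources used here, and no alternative changes this number.

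Of 44 log2 fold changes of named genes in Additional file 2, 44 had the same sign here and 43 differed by less than the SD between replicates. Both sets of values come from the same libraries, so that the equal signs are no independent check. By the paper's methods its fold changes were shrunken with apeglm, and those here were not. The exception was TrF0028C in darkness, with the paper's value of -0.60 and -0.69 here. The value of TrF0028C differs under each alternative that was run and had been set before the data were examined, except without WT DD replicate 1 (-0.64).

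The paper names TrB0212C and TrA2081W as up-regulated and TrF0013C as down-regulated in light. For darkness it names the glutathione S-transferase genes and TrF0168W, TrF0044C (printed with a digit missing), TrF0028C and TrC0885C as regulated. All of these genes had the same direction here and did not pass the adjusted p threshold. TrF0013C passed with upper-quartile factors, TrC0885C with the values as deposited, and TrB1934C, TrC0885C and TrF0028C with limma-voom, chosen after the values were seen. Without Δrgs4 DD replicate 3 all of those in darkness passed except TrC0885C.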

Other observations

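In this part, the tests on wild-type mycelium, depth, light reaching the culture, RNA of an LL library, equal replicate numbers, standard errors, scaling, the calls without Δrgs4 DD replicate 3 and the splits for light and for darkness were chosen after the results were seen.

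Δrgs4 DD replicate 3 lay apart from the other 2 Δrgs4 DD libraries. Without it 283 genes were called in darkness, and without any other single DD library 1 or 2 genes (1 to 9 without 1 LL library). The 282 genes other than rgs4 differed from the wild-type DD mean by 0.98 and 0.81 on the log2 scale in replicates 1 and 2, in the direction of the call, and by 0.05 in replicate 3. These genes were found by leaving the library out, so that their number is not an estimate of the effect of the deletion. In 3 of 10 splits of the DD libraries as many genes as the 8 were called, and another split called 102, so that a random arrangement cannot be excluded for the calls in darkness.

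Several technical explanations are argued against. Wild-type mycelium in the culture is excluded at the level needed, since rgs4 had 0 reads, which allow up to 0.167% of the wild-type level. Depth is no cause, since its 14.68 M reads on genes lie inside the range of the other DD libraries. On the axis from wild-type DD to wild-type LL the library lay at 8.79%, and the other DD libraries between -1.34% and 1.66%, which points to light. The genes raised most by light go against RNA of an LL library as the reason. Over the 14 genes at least 64-fold higher in LL, with at least 500 normalized counts there, the median share of the LL level was -0.0223%, with single shares from -0.584% to 0.603%. RNA of an LL library would raise nearly all of them, and 6 of the 14 were higher in replicate 3. Of the genes raised by light in the wild-type, 47.7% were higher in replicate 3, and of those lowered 51.7% were lower. The 3 named genes lowered most by light in the wild-type were also lower in this library. TrG1195C had 8520 normalized counts in it, against 24201 and 22621 in Δrgs4 DD replicates 1 and 2. For TrE0671C these were 14566 against 28250 and 27109, and for TrE0670C 6539 against 13015 and 12462. Of the 3 raised most, TrE0391W and TrD1022C were higher in it and TrA0174W was lower. Light reaching the culture thus stays open, and a short exposure to light was not tested. Across all genes the deviations of wild-type and Δrgs4 DD replicate 3 from their group means had a correlation of -0.156, where a shared batch would give a positive one. As the other numbers gave -0.41 and 0.24 in DD, a batch of cultures with the same number cannot be told apart from other differences.

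A smaller response to the deletion in this culture is a candidate explanation. Over the 187 genes called in light, its differences from wild-type DD followed those of replicates 1 and 2 with a slope of 0.48, against 1.16 and 0.87 for replicates 1 and 2 on the others. Sharing the wild-type libraries alone gives a median slope of 0.377 in 200 simulated unchanged groups, so that little of the 0.48 may be a response. Why this culture would respond less was not tested.

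Fewer genes were called in darkness than in light. The median SD per gene was 0.153 between DD libraries and 0.135 between LL libraries. The fit takes 1 spread per gene from all 12 libraries, which sets the standard error in darkness to 1 times that in light before any data are seen. This ratio therefore decides nothing, and a part of the larger spread between DD libraries in the lower number cannot be told apart from a smaller effect. Without Δrgs4 DD replicate 3, 283 genes were called in darkness and 245 in light, against 188 in light with all libraries. This library may therefore contribute to the lower number in darkness. The size of the effect in darkness cannot be read from the number of calls.

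For the calls in light, 1 of 10 splits, the real one, gave as many genes, and the highest number in another split was 0. With 10 splits a random arrangement cannot be excluded. Scaling is argued against as their cause, since TMM and upper-quartile factors gave at least 196 genes. Only rgs4 was called in both light conditions. That 2 of 100 splits gave as many therefore says nothing on other genes. Outside the siderophore cluster, called genes did not lie next to each other more often than in random lists, with 4 pairs against a median of 3 in 10000 lists matched on level (one-sided permutation p = 0.40).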
